# Pax6 associates with H3K4-specific histone methyltransferases Mll1, Mll2, and Set1a and regulates H3K4 methylation at promoters and enhancers

**DOI:** 10.1186/s13072-016-0087-z

**Published:** 2016-09-09

**Authors:** Jian Sun, Yilin Zhao, Rebecca McGreal, Yamit Cohen-Tayar, Shira Rockowitz, Carola Wilczek, Ruth Ashery-Padan, David Shechter, Deyou Zheng, Ales Cvekl

**Keywords:** Pax6, Histone methylation, Mll1, Mll2, Set1a, Enhancer, Lens, Retinal pigmented epithelium, Plekha1

## Abstract

**Background:**

Pax6 is a key regulator of the entire cascade of ocular lens formation through specific binding to promoters and enhancers of batteries of target genes. The promoters and enhancers communicate with each other through DNA looping mediated by multiple protein–DNA and protein–protein interactions and are marked by specific combinations of histone posttranslational modifications (PTMs). Enhancers are distinguished from bulk chromatin by specific modifications of core histone H3, including H3K4me1 and H3K27ac, while promoters show increased H3K4me3 PTM. Previous studies have shown the presence of Pax6 in as much as 1/8 of lens-specific enhancers but a much smaller fraction of tissue-specific promoters. Although Pax6 is known to interact with EP300/p300 histone acetyltransferase responsible for generation of H3K27ac, a potential link between Pax6 and histone H3K4 methylation remains to be established.

**Results:**

Here we show that Pax6 co-purifies with H3K4 methyltransferase activity in lens cell nuclear extracts. Proteomic studies show that Pax6 immunoprecipitates with Set1a, Mll1, and Mll2 enzymes, and their associated proteins, i.e., Wdr5, Rbbp5, Ash2l, and Dpy30. ChIP-seq studies using chromatin prepared from mouse lens and cultured lens cells demonstrate that Pax6-bound regions are mostly enriched with H3K4me2 and H3K4me1 in enhancers and promoters, though H3K4me3 marks only Pax6-containing promoters. The shRNA-mediated knockdown of Pax6 revealed down-regulation of a set of direct target genes, including *Cap2*, *Farp1*, *Pax6*, *Plekha1*, *Prox1*, *Tshz2*, and *Zfp536*. Pax6 knockdown was accompanied by reduced H3K4me1 at enhancers and H3K4me3 at promoters, with little or no changes of the H3K4me2 modifications. These changes were prominent in *Plekha1*, a gene regulated by Pax6 in both lens and retinal pigmented epithelium.

**Conclusions:**

Our study supports a general model of Pax6-mediated recruitment of histone methyltransferases Mll1 and Mll2 to lens chromatin, especially at distal enhancers. Genome-wide data in lens show that Pax6 binding correlates with H3K4me2, consistent with the idea that H3K4me2 PTMs correlate with the binding of transcription factors. Importantly, partial reduction of Pax6 induces prominent changes in local H3K4me1 and H3K4me3 modification. Together, these data open the field to mechanistic studies of Pax6, Mll1, Mll2, and H3K4me1/2/3 dynamics at distal enhancers and promoters of developmentally controlled genes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-016-0087-z) contains supplementary material, which is available to authorized users.

## Background

Cellular differentiation is regulated by a combinatorial action of sequence-specific DNA-binding transcription factors and extracellular signaling that results in activation and repression of specific batteries of genes [1–3]. These transcription factors detect regulatory sequences in promoters and enhancers, proximal and distal regulatory regions, respectively. These regulatory elements communicate together through DNA looping [4–6]. Transcriptionally active genes are marked by “open” chromatin domains accessible to nuclease digestions, specific combinations of core histone posttranslational modifications (PTMs), and incorporation of H2A.Z, H3.3 core histone variants into promoter regions [7–9]. In contrast, transcriptionally inactive genes are organized within compact chromatin domains, formation of which is promoted by different sets of core histone modifications. Recent studies have provided novel insights into the structural and functional organization of these processes, including promoter–enhancer looping [3, 10], transcription of enhancer-specific eRNA, and the use of ncRNAs in organizing transcriptional proteins [7, 11]. Nevertheless, the question of how DNA-binding transcription factors influence posttranslational modifications of histones and regulate transcription remains unanswered.

Genome-wide studies of chromatin by ChIP-seq have revealed that there is a relatively small number of core histone PTMs, including H3K4me1, H3K4me3, H3K27ac, and H3K27me3, which can be used as landmarks for navigation through the chromatin landscape. Combinations of these PTMs in genomic regions have been shown to be highly associated with the locations of individual promoters and enhancers [12, 13]. Active promoter regions are occupied by DNA-binding transcription factors and are highly enriched for H3K4me3 and H3K27ac, while active enhancers are marked by a combination of H3K4me1 and H3K27ac. Another PTM, H3K4me2, decorates the majority of active promoters and strong enhancers [13]. Furthermore, clusters of histone PTMs are associated with abundant histone-modifying enzymes, including histone acetyltransferases (HATs) and methyltransferases (HMTs) [14, 15]. How these HATs and HMTs get to developmentally appropriate promoters and enhancers is an open question. Of particular interest is the methylation status of H3K4 residues in histone H3N-terminal tails.

In mammalian cells, H3K4 methylations are catalyzed by a family of six distinct complexes. The Mll/Set1 complexes contain enzymes with an evolutionarily conserved C-terminal catalytical SET domain and an evolutionarily conserved WRAD subcomplex (Wdr5, Rbbp5, Ash2l, and Dpy30). A few additional regulatory proteins discriminate between Mll and Set1 complexes [16]. For example, Set1a/b- and Mll1/2/3/4-containing complexes are different as the Set1 complexes contain additional Cfp1 and Wdr82 subunits [17]. How mono- and dimethylation is “written” onto the fourth lysine of H3 tail differs from how trimethylation as the same residue is generated. H3K4 trimethylation results from promoter-specific H3K4me3 “indexing” during transcription. Specifically, the Wdr82 subunit of Set1a/b complexes binds to the phosphorylated C-terminal domain of RNA polymerase II at the initiation phase of transcription [18]. Alternatively, the CpG-binding protein Cfp1 can recruit Set1a/b complex to the unmethylated CpG promoter regions [19]. Much less is known about the generation of H3K4 mono- and dimethylation. It is possible that the SET domain of these enzymes generates H3K4me1 and that the WRAD subcomplex possesses a “second” HMT activity, raising the possibility that the SET domain containing enzyme generates H3K4me1 and these substrates are dimethylated by the WRAD subcomplex, though the catalytical center of these activities remains unidentified [20].

Pax genes encode DNA-binding transcription factors that function as critical developmental regulators [21]. The Pax6 protein is composed of a bipartite DNA-binding paired domain and an internal homeodomain. Together these domains bind to DNA and might serve as a surface for protein–protein interactions [22]. Pax6 is a key regulator of eye morphogenesis [23, 24] and lens development [25–28]. Pax6 is also highly expressed in the dorsal part of the forebrain and has important functions in neurogenesis and cortical patterning [29]. Pax6^Sey/Sey^ mice are anophthalmic (i.e., lack the eyes) and display a range of abnormalities in other organs, including the brain, olfactory system, and pancreas [30]. The homozygous deletion of Pax6 in the prospective lens ectoderm blocks lens induction [31]. The heterozygous *Pax6*^+*/*−^ lens placodes are composed of reduced cell numbers [32] and subsequently develop into lenses of reduced size with subtle structural abnormalities [27, 28, 30]. Interestingly, simultaneous deletion of CBP and p300 HATs in the prospective lens ectoderm phenocopies defects found in Pax6 null ectoderm [33]. This phenocopying provides a mechanistic link between early roles of Pax6, acetylation of H3K18 and H3K27, and chromatin remodeling during embryogenesis [33]. Genetic studies of Pax6 have revealed a multitude of functions during mouse embryonic development [27, 34], including roles as a dual transcriptional activator and repressor [35, 36]. Pax6-mediated gene regulation is dosage sensitive; *Pax6*^Sey/+^ mice are viable, they have smaller and developmentally defective eyes [37], and their transcriptome is moderately disrupted [33, 38]. Gene reporter assays have also shown that Pax6 has concentration-dependent modes of transcriptional activation and repression [39]. Unlike genetic studies of Pax6 in lens [31, 32, 40–42] and its DNA-binding activities [35, 43, 44], the understanding of Pax6-interacting proteins is in its infancy [22].

In the present study, we aimed to extend the understanding of the molecular mechanisms of Pax6-mediated gene activation and repression [45] by identifying chromatin remodeling activities associated with Pax6. Using an in vitro assay, we detected a histone H3K4 HMT activity enriched in Pax6-specific immunoprecipitates. Subsequent proteomic studies identified Mll1, Mll2, and Set1a in these materials. ChIP-seq data revealed that Pax6 co-localized with H3K4me1/2 in distal enhancers and H3K4me1/2/3 in proximal promoters. Reduction of Pax6 expression in cultured lens cells identified hundreds of differentially expressed genes, including seven positively regulated Pax6-direct targets (*Cap2, Farp1, Pax6, Plekha1, Prox1, Tshz2*, and *Zfp536*). Partial reduction of Pax6 expression resulted in reduced abundance of H3K4me1 in distal enhancers and of H3K4me3 in promoter regions at the genome-wide level.

## Results

### Pax6 is associated with H3K4 methylation activity

To test our hypothesis that transcriptional regulation by Pax6 involves the regulation of histone methylation, we first immunoprecipitated Pax6 proteins from nuclear extracts of mouse lens epithelial cells (αTN4). We used Pax6-specific antibodies and tested the enriched proteins by in vitro HMT assay performed in the presence of labeled [^3^H] S-adenosyl methionine as methyl group donor and recombinant histone octamers as the substrates. We found that Pax6-, but not control IgG-immunoprecipitates, were associated with HMT activity (Fig. 1a). To distinguish between the histones H3 and H2B that closely migrate on the SDS-PAGE, we performed additional HMT assays using the individual recombinant H3 and H2B histones. We found that methylation was specific for histone H3 (Fig. 1b). To identify the potential methylation site and distinguish the methylation status of H3, we conducted an in vitro HMT radiometric filter assay using H3N-terminal peptides (residues 1–20) with an unmodified, mono-, di-, or trimethylated lysine 4 (i.e., H3K4, H3K4me1, H3K4me2, and H3K4me3 histone tail mimics). Pax6-containing immunoprecipitates catalyzed methylations of these four peptides as various levels. We found comparable methylation efficiencies between unmethylated and monomethylated peptides (Fig. 1c). In contrast, the HMT activity was reduced when dimethylated histone tail mimics were used, and the lowest incorporation of the methyl donor group was detected with the trimethylated peptides. We next evaluated Wdr5-containing immunoprecipitates and found that the HMT activities were much higher (Fig. 1d), most likely as Wdr5 is a common subunit of multiple Mll/Set1 complexes. These data suggest that this reconstituted in vitro methylation Pax6-containing system possesses the ability to modify monomethylated substrates and that the system can utilize H3K4me1 peptide mimics for additional methylations and raise the possibility that Mll/Set1 complexes may be present in Pax6-containing immunoprecipitates.

**Fig. 1:**
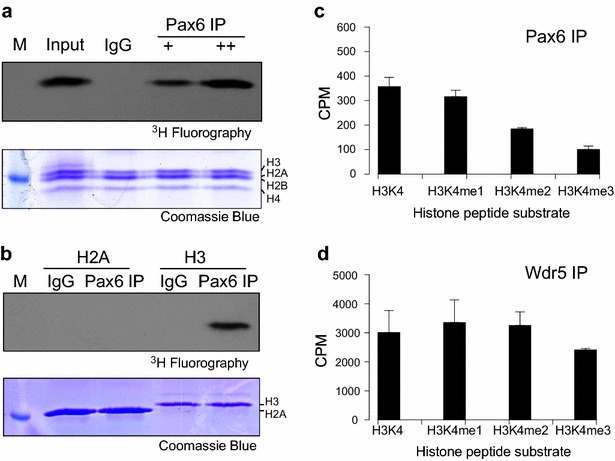
Pax6-immunoprecipitates contain histone methyltransferase activities specific for recombinant histone H3. **a** In vitro HMT assay using recombinant histone octamers. The Pax6-immunoprecipitates were used at 1x (+) and 2x (++) amounts. Input represents the lens cell nuclear extract. IgG-immunoprecipitates were used as a control. **b** In vitro HMT assay using recombinant H2A and H3 histones. IgG-immunoprecipitates were used as a control. **c** In vitro HMT assay using unmodified, mono-, di- and trimethylated H3K4 peptides (residues 1–20) in the presence of Pax6-immunoprecipitates. **d** In vitro HMT assay using unmodified, mono-, di- and trimethylated H3K4 peptides in the presence of Wdr5-immunoprecipitates. The HMT activities of control IgG-immunoprecipitates were subtracted in both **c**, **d**. (*error bars* = ±s.d.)

### Pax6-immunoprecipitates from lens nuclear extracts contain Set1a, Mll1, and Mll2

Mammalian genomes encode at least six different protein complexes that are known to methylate H3K4 residues. To identify the H3K4 methylase and other proteins associated with Pax6, we employed a non-biased proteomic approach. By immunoprecipitating with Pax6 antibodies, we purified “Pax6 complexes” and used liquid chromatography-tandem mass spectrometry (LC–MS/MS) to identify Pax6-associated proteins in the nuclear extract prepared from αTN4 cultured lens epithelial cells. In total, we identified 301 protein clusters with a high confidence score as described in “Methods” (Additional file 1: Table S1). The majority of the identified proteins belong to the functional groups of chromatin modifiers, chromatin remodelers, RNA processing, or DNA-binding proteins (Additional file 1: Table S1). Importantly, the chromatin modifiers identified include Mll1, Mll2, and Set1a enzymes and their associated proteins (Fig. 2a). Other notable chromatin modifiers and remodelers include ISWI, SWI/SNF, NuRD complexes, p300, and CBP HATs (Fig. 2b). It was previously shown that Pax6 interacts with p300 in cell extracts of cultured pancreatic α-cells [46], ATP-dependent catalytical subunit of SWI/SNF complexes Brg1 (Smarca4) in extracts from mouse adult neural stem cells, and BAF170 (Smarcc2) in mouse cerebral cortex [47, 48]. In addition, the Brg1/Pax6 complexes were detected in co-transfected 293T cells [49]. Immunoprecipitations using Mll1, Mll2, and Set1a antibodies revealed the presence of Pax6 proteins (Fig. 2c). We further identified all common Mll complex subunits, i.e., Wdr5, Rbbp5, Ash2l, and Dpy30, by independent co-IPs followed by western blots (Fig. 2c). In addition, we validated the presence of both subunits of the histone chaperone complex FACT, Ssrp and Spt16 [50], which remodels nucleosomal structure to facilitate RNA polymerase II movement through nucleosomes (Fig. 2d). Finally, we found that fragments of Snf2h (Smarca5), and its three regulatory subunits Rsf1, Wstf, and Acf1 (Fig. 2b), forming the binary RSF1, WICH, and ACF chromatin remodeling complexes, respectively [51], were highly abundant in Pax6-immunoprecipitates. The presence of Snf2h in Pax6-immunoprecipitates was also validated by co-IP westerns (Fig. 2e). Consistent with the role of Pax6 in transcriptional repression [35, 36], all components of the histone deacetylase-containing NuRD complexes [52] were also found (Fig. 2b). It is worth noting that two abundant lens nuclear proteins, menin-binding protein Psip1 (alternate names: LEDGF, p75) [53] and Ncoa6 (alternate names: AIB3, ASC2, RAP250, Trbp) [54], were not found (Additional file 1: Table S1). Both Psip1 and Ncoa6 are substoichiometric subunits of Mll1/2 and Mll3/4 complexes [17], respectively. Taken together, these proteomic studies coupled with in vitro methyltransferase assays support the idea that Pax6-Mll1, Pax6-Mll2, and Pax6-Set1a complexes exist in lens cell nuclear extracts.

**Fig. 2:**
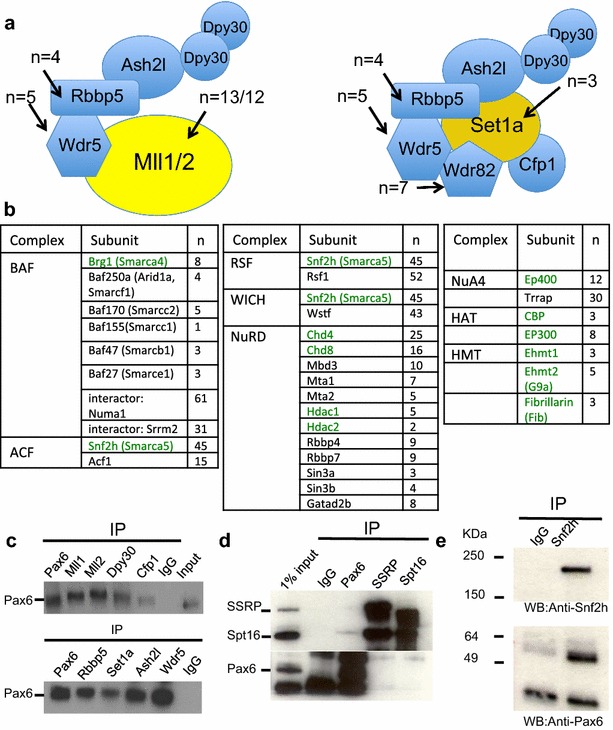
Identification of individual protein components in Pax6-containing immunoprecipitates. **a** Subunit structure of Mll1/2 and Set1a complexes and number of specific peptides (*n*) of these subunits identified by LC–MS/MS. **b** Pax6-immunoprecipitates contain additional subunits of multiple chromatin-modifying and remodeling complexes, including BAF, ACF, RCF, WICH, NuRD, NuA4, HAT, and HMT. The catalytical subunits of these complexes are shown in *green*. **c** Co-IP validation of Pax6 in immunoprecipitates obtained using Mll1, Mll2, Set1a, Wdr5, Rbbp5, Cfp1, Ash2l, and Dpy30 antibodies. **d** Co-IP validation of the FACT complex subunits Ssrp and Spt16 in Pax6-immunoprecipitates. **e** Co-IP validation of the Snf2h (Smarca5) in Pax6-immunoprecipitates. IgG-immunoprecipitates were used as control. Protein markers are shown in kDa

### Distribution of histone PTMs at promoters and enhancers in lens chromatin

The biochemical association between Pax6 and enzymes that catalyze the methylation of H3K4 residues prompted us to examine the distribution of H3K4me1, H3K4me2, and H3K4me3 in regions of lens chromatin occupied by Pax6. Previously, we had mapped H3K4me1, H3K4me3, H3K27ac, H3K4me3, and RNA polymerase II in newborn lens chromatin [45]. Here we also analyzed the localization of H3K4me2 at 222 Pax6-bound promoters and proximal to 3501 non-promoter Pax6-containing peaks (Fig. 3). 

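H3K4me2 ChIP-seq of newborn mouse lens was analysed from 1 library, which the labels give as 1 day of age. The authors aligned the reads to the mouse genome (mm9) with Bowtie and called peaks with MACS2, and the values used here start from their list of peaks. The list holds 56214 H3K4me2 peaks with a median width of 709 bp, which together cover 58.9 Mb, or 2.23% of chromosomes 1 to 19 and X. The lowest −log10 q in the list is 2.02. A peak list gives no total of sequenced reads, so the depth of this library is unknown, and with 1 library there is no replicate error. The Pax6 peaks of newborn lens were not analysed here.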

In the promoters (Fig. 3a), the normalized signal intensities for H3K4me2 around Pax6-bound sites were higher compared to H3K4me3 and H3K27ac levels. The “peaks” in the H3K4me2 and H3K4me3 profiles were shifted from the Pax6 summits, while reduced nucleosomal density was indicated by small valleys near the Pax6 peaks (Fig. 3a). In contrast, in the non-promoter regions the profiles for H3K4me1, H3K4me2, and H3K27ac were symmetrical around the Pax6-binding sites, but also showed a reduction at the center of Pax6 peaks (Fig. 3b). By computing the correlation of Pax6 and H3K4me1/2/3 ChIP-seq read densities across Pax6-binding sites (±5 kb of Pax6 peak summits), we found that Pax6 occupancy was significantly correlated with H3K4me in both promoters and distal regions. The Pearson’s correlation coefficients (*r*) for the promoter Pax6 peaks were 0.30 (*p* = 3.8e-6) for H3K4me1, 0.31 (*p* = 1.96e-6) for H3K4me2, and 0.24 (*p* = 2.5e-4) for H3K4me3, while the coefficients were 0.38 (*p* = 4.73e-15), 0.26 (*p* = 2.64e-55), and 0.11 (*p* = 1.17e-10) for the non-promoter Pax6 peaks, respectively. Together with the data shown in Fig. 3, these quantification analyses indicate that Pax6 occupancy shows the largest correlation with H3K4me1 enrichment but also agree with previous genome-wide studies implicating H3K4me2 as a marker of tissue-specific gene regulation [55] and transcription factor binding regions [56].

**Fig. 3:**
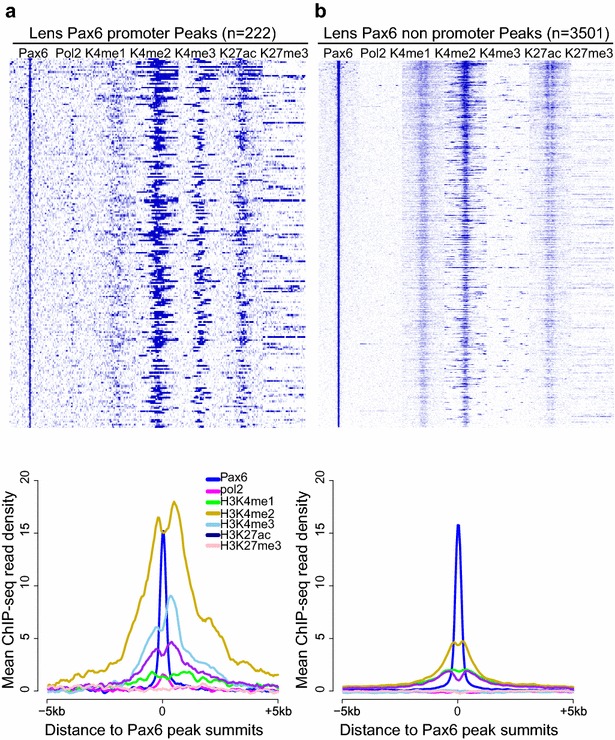
Lens Pax6 promoter and non promoter peaks show different histone modification patterns in mouse lens chromatin. **a** Pax6 promoter peaks are co-localized with H3K4me2, H3K4me3 and H3K27ac in mouse lens chromatin. **b** Lens Pax6 non-promoter peaks are co-localized with H3K4me1, H3K4me2, and H3K27ac. The heatmap shows read densities in 50-bp bins from ±5 kb of the Pax6 peak summits. Pax6, RNA polymerase II, H3K4me1, H3K4me2, H3K4me3, H3K27ac, H3K27me3 ChIP-seq data in lens tissue are shown. The *lower panels* show mean ChIP-seq read densities from −5 to +5 kb around Pax6 peak summits. The *rows* in the heatmaps were sorted by the Pax6 signals (likewise in Figs. 5, 7).

### Identification of Pax6 sites in cultured lens epithelial cells

To gain mechanistic insight into Pax6 binding and H3K4 methylations, we established a cell culture system suited to the down-regulation of Pax6. We analyzed Pax6 binding in αTN4 lens cells used in biochemical studies described above by ChIP-seq and found 502 peak regions. 

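Pax6 and RNA polymerase II (Pol2) ChIP-seq of αTN4 cells, a mouse lens epithelial line transformed with the SV40 T antigen, was analysed from 1 library each, made from cells with the control shRNA. One label field names the antibodies of these libraries the other way round; the libraries were assigned by their titles. The authors aligned the reads to mm9 and called peaks with MACS2, and the lists of peaks were used as they are. Fold enrichment and −log10 q are the authors' values for each peak and were used only within one list. The depth of these libraries is unknown, no replicate error can be given, and confidence intervals of shares (95%, Wilson) cover counting error only. The list holds 504 Pax6 peaks with a median width of 182 bp and a median fold enrichment of 7.00. With a −log10 q of at least 5, the number was 446, and with a fold enrichment of at least 10 it was 69. The Pol2 list holds 17204 peaks covering 13.1 Mb. The Pax6 peak of the highest −log10 q, 68.7, lies on chromosome 19 from 29897516 to 29897881, between genes and 10.1 kb from the nearest transcription start, that of Ranbp6. The next peaks in this order lie on chromosome 10 from 92019602 to 92020091, on chromosome 5 from 104825394 to 104825693, in an intron of Hipk2 on chromosome 6 from 38710291 to 38710611, and on chromosome 7 from 137981498 to 137981945, upstream of Plekha1.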

We identified 245 of them as being common to primary lens and cultured lens cells (Fig. 4a). 

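The sequence from 100 bp before to 100 bp after each Pax6 summit was searched for a shared word of 15 bp. To keep the search apart from its test, the motif was learned from the 302 Pax6 peaks on odd-numbered chromosomes and scored on the 202 peaks on the even-numbered chromosomes and X. Windows of the same length centred 500 bp to either side of each summit served as background. The search returned the consensus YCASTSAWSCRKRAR, which reads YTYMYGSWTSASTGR on the other strand. With the score that 5% of the background windows exceeded on the chromosomes of the search, the motif was found in 97 of the 202 held-out summit windows, or 48.0% (95% Wilson interval 41.2 to 54.9), and in 22 of 404 held-out background windows, or 5.45% (3.62 to 8.11). Over all chromosomes, 267 Pax6 peaks held the motif, with its centre at a median of 16.0 bp from the summit.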

To demonstrate the specificity of these peaks, we found significant enrichment of Pax6 consensus motifs within these Pax6 peaks (Fig. 4b) [35, 43, 45]. It is worth noting that we found additional common *cis*-motifs enriched at Pax6-bound promoters and enhancers, including Ets, Meis, and AP-1 (Fos-Jun)-binding sites (Fig. 4c). 

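Words read by eye from the αTN4 logos of Fig. 4c were counted in the same windows around the summits of the Pax6 peaks. The Ets-like word SYGGAAA occurred in 114 of 504 summit windows (22.6%, 95% Wilson interval 19.2 to 26.5) and in 111 of 1008 windows beside them (11.0%, 9.23 to 13.1). The AP-1 word TGASTCA, taken as Fos, occurred in 81 summit windows (16.1%, 13.1 to 19.5) and in 40 of the windows beside them (3.97%, 2.93 to 5.36). The word CTGTCA comes from the logo labelled Fos-Jun for αTN4 cells. Its share was 13.9% (11.1 to 17.2) at summits and 10.9% (9.13 to 13.0) beside them, and these intervals overlap.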

Individual members of these families of transcription factors, including c-Jun, Etv5, Meis1, and Meis2, regulate lens development [25].

**Fig. 4:**
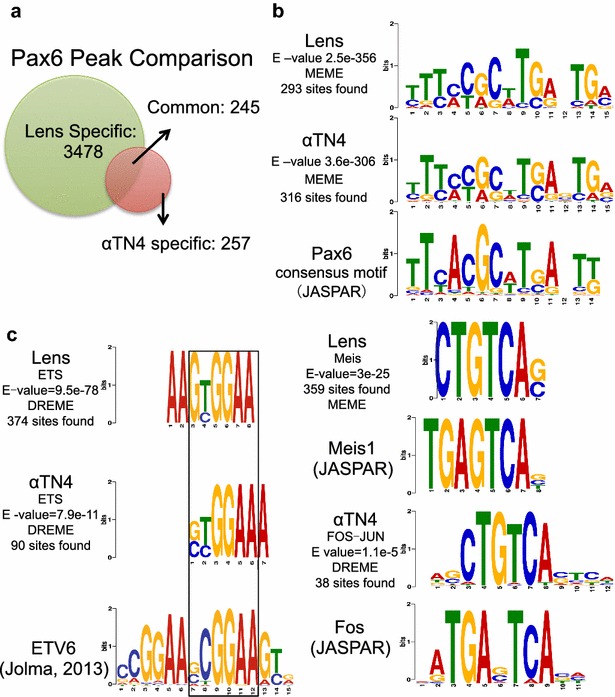
Pax6-binding site analysis and identification of enriched motifs around Pax6 peak summits. **a** 502 Pax6 peaks were identified in αTN4 chromatin, including 245 shared with the newborn mouse lens chromatin. **b** 502 Pax6 peaks identified in αTN4 chromatin are enriched with Pax6 motifs similar to those identified from 3723 Pax6 peaks in lens chromatin and by in vitro DNA-binding studies. **c** Additional motifs assigned to Ets, Meis, and AP-1 families of transcription factors were also identified at the Pax6 peaks. The regions examined are defined as ±100 bp under the Pax6 peak summits

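H3K4me1, H3K4me2 and H3K4me3 in αTN4 cells with the control shRNA were analysed from 1 ChIP-seq library for each mark. The authors called H3K4me2 and H3K4me3 peaks with MACS2 and broad H3K4me1 regions, called islands here, with SICER. The island list also holds the number of ChIP reads and of control-library reads in each island; that library is not named, and its reads are called input reads here because the only control libraries among the samples are inputs, while the MACS2 lists hold no read counts. The names of the H3K4me2 peaks hint that replicates may have been pooled, which the paper's text does not state, so each list was treated as 1 library. The control lists hold 38007 H3K4me1 islands, 66274 H3K4me2 peaks and 14869 H3K4me3 peaks, with median widths of 3200, 865 and 867 bp. They cover 149.2 Mb, 74.3 Mb and 14.4 Mb. The H3K4me1 islands hold 3289553 ChIP reads, a mean of 22.0 per kb, and 2050497 input reads, a mean of 13.7 per kb. These sums are over islands only and are not the depth of the libraries.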

We next determined the distribution of H3K4me1, H3K4me2, and H3K4me3 in αTN4 lens chromatin. Based on Pax6 ChIP-seq data (Fig. 4a), we separated Pax6 peaks into lens-specific (*n* = 3478), αTN4/lens “common” (*n* = 245) peaks, and αTN4-specific peaks (*n* = 257) (Fig. 5). 

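Each of the 504 Pax6 peaks of αTN4 cells was compared with the H3K4me2 peaks of αTN4 cells and of newborn lens, counting an overlap of at least 1 bp. H3K4me2 of αTN4 cells was present at 384 Pax6 peaks (76.2%, 95% Wilson interval 72.3 to 79.7) and H3K4me2 of newborn lens at 193 (38.3%, 34.2 to 42.6). Both were present at 166 Pax6 peaks, H3K4me2 of αTN4 cells alone at 218, that of lens alone at 27, and neither at 93. At the 53 Pax6 peaks within 2 kb of a transcription start, lens H3K4me2 was found at 47, and at the 451 others at 146. Of all 66274 αTN4 H3K4me2 peaks, the 382 with a Pax6 peak overlapped lens H3K4me2 in 49.2% (44.2 to 54.2), and the 65892 others in 41.2%. Among 10000 random lists of αTN4 H3K4me2 peaks without Pax6, matched on fold enrichment and width, the share with Pax6 stood at the 10.8th percentile. Without matching it stood at the 99.9th, and matched on width alone at the 0.06th, so its place depends on the matching. Lens and αTN4 Pax6 peaks were not compared, since the lens Pax6 peaks were not analysed here.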

Interestingly, we found that lens-specific and αTN4-specific Pax6 peaks showed a greater enrichment of H3K4me1/2 in the specific cell types where Pax6 binding was detected (Fig. 5a,c), whereas “common” Pax6 peaks displayed similar H3K4me1/2 enrichment in both cell types (Fig. 5b). These results further support the conclusion from Fig. 3 that Pax6 binding is highly correlated with H3K4me1 and H3K4me2, i.e., enhancer regions. These studies also indicate that Pax6-direct target genes in αTN4 cells may function as models to probe the relationship between Pax6 binding and H3K4 methylations.

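In control αTN4 cells, 383 of the 504 Pax6 peaks overlapped an H3K4me1 island (76.0%, 95% Wilson interval 72.1 to 79.5), while the islands cover 5.66% of chromosomes 1 to 19 and X. The H3K4me2 peaks, which lay at a like share of Pax6 peaks, cover 2.82%. H3K4me3 overlapped 33 Pax6 peaks (6.55%, 4.70 to 9.05), with 0.545% of these chromosomes covered. At least one of H3K4me1 and H3K4me2 was present at 440 Pax6 peaks, both at 327 and neither at 64. With marks within 1 kb counted too, the H3K4me1 share was 81.7%. The paper compares H3K4me1 and H3K4me2 between the cell types with and without Pax6 binding. From this and from Fig. 3, it concludes that Pax6 binding goes with these marks of enhancers.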

**Fig. 5:**
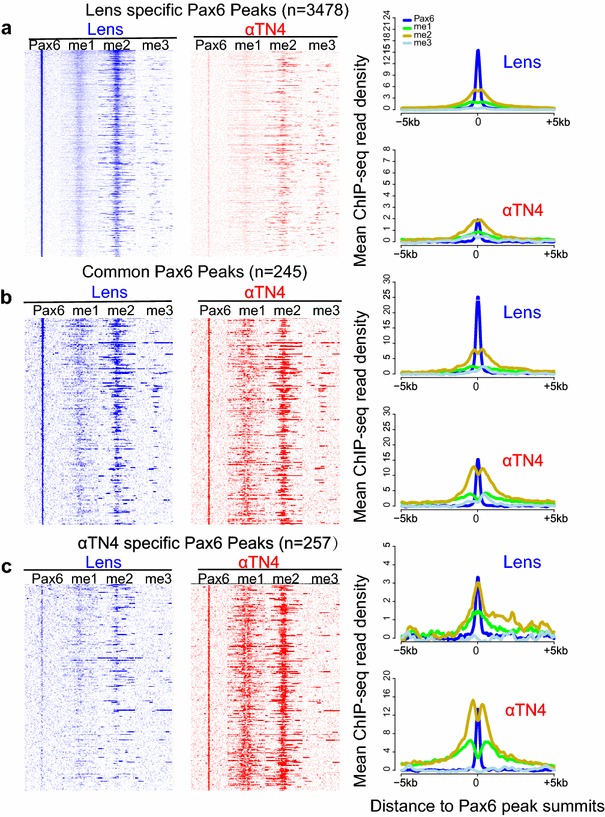
Lens-specific and common Pax6 peaks of mouse lens chromatins show similar histone modification patterns. **a** Lens-specific Pax6 peaks are co-localized with H3K4me1, and H3K4me2 in mouse lens tissue. Heatmap shows read density in 50-bp bins from −5 to +5 kb of the peak summits at lens-specific Pax6 peaks (*n* = 3478). **b** Common Pax6 peaks are co-localized with H3K4me1, and H3K4me2 in both lens tissue and αTN4 cells. Heatmap shows read density in 50-bp bins from −5 to +5 kb of the peak summits at Pax6 common peaks between lens tissue and αTN4 cells (*n* = 245). **c** αTN4 specific Pax6 peaks are co-localized with H3K4me1, and H3K4me2 in αTN4 cells. The *right panel* shows mean ChIP-seq read density for all ChIP-seq data from −5 to +5 kb around Pax6 peak summits

### Pax6 knockdown and gene expression changes

To test the link between Pax6 and methylation of H3K4, we used shRNA-mediated Pax6 knockdown (KD) in αTN4 cells to identify genes regulated by Pax6. To achieve this goal, we established two independent stable Pax6 KD αTN4 cell lines with two different shRNA constructs. The knockdown efficiency was examined by qRT-PCR and immunoblotting. There was an 80 % reduction of Pax6 mRNA and protein levels in the Pax6 sh2 line, but only a 60 % reduction in the Pax6 sh1 line (Fig. 6a). Neither of these engineered cell lines displayed any obvious defects in morphology or growth rate.

**Fig. 6:**
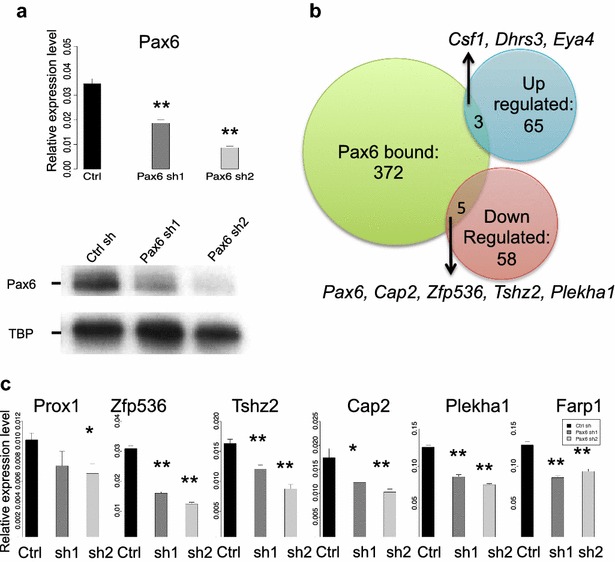
Analysis of gene expression in Pax6 shRNA lens cell lines. **a** Knockdown of Pax6 by lentivirus shRNA (sh1 and sh2). *Upper panel* qRT-PCR. *Lower panel* western immunoblot. **b** Overlap of Pax6-bound genes and differentially expressed genes. Differentially expressed genes were detected by RNA-seq. **c** qRT-PCR validation of Pax6 positively regulated genes: Cap2, Farp1, Pax6 (see **a**), Plekha1, Prox1, Tshz2, and Zfp536. *p* values <0.05 by Student’s *t* tests are labeled as *, while *p* values <0.01 were labeled as **

To find which genes were affected by reduced Pax6 levels, we performed RNA analysis in both control and Pax6 sh1 cells to identify differentially expressed genes that were sensitive to Pax6 reduction. We pooled two biological replicates each and performed a comparative analysis by RNA-seq. In total, we found 131 genes significantly differentially expressed in sh1 Pax6 KD cells, including 68 up- and 63 down-regulated transcripts. Among these genes, a group of seven genes, including *Cap2*, *Farp1*, *Pax6*, *Plekha1*, *Prox1*, *Tshz2*, and *Zfp536*, were both bound by Pax6 and differentially expressed in both Pax6 sh1 and sh2 cells (Fig. 6b). 

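Pax6 peaks of control αTN4 cells were counted within 50 kb of each of the 7 genes, with gene positions from the GENCODE annotation of mm9; the expression of these genes was not analysed here. Cap2, Farp1, Pax6, Prox1, Tshz2 and Zfp536 each had 1 Pax6 peak, and Plekha1 had 3. The peak of Cap2 lies in an intron on chromosome 13 from 46611072 to 46611243, that of Farp1 in an intron on chromosome 14 from 121458472 to 121458666, and that of Tshz2 in an intron on chromosome 2 from 169512359 to 169512540. In the Pax6 gene itself, the peak lies in an intron on chromosome 2 from 105528527 to 105528663, 19.5 kb from the start of the gene. The intronic peak of Zfp536 (chromosome 7, 38348506 to 38348640) lies 206.2 kb from the start of that gene. The Prox1 peak, in an intron on chromosome 1 from 191983390 to 191983589, overlapped H3K4me1 in control cells and not in Pax6 KD cells. It is the only one of these peaks that did: the peaks of Cap2, Farp1 and Tshz2 and all 3 of Plekha1 overlapped H3K4me1 in both, and those of Pax6 and Zfp536 in neither. Within 50 kb of any protein-coding gene, or at a promoter, Pax6 peaks were assigned to 672 genes, and to 370 when only the nearest gene was taken.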

We next evaluated expression of these genes using qRT-PCR (Fig. 6c). Expression of Cap2, Pax6, Plekha1, Tshz2, and Zfp536 transcripts was also significantly reduced in Pax6 KD cells (*p* = 0.001 by Fisher’s exact test, Fig. 6c). In contrast, three genes, including *Csf1*, *Dhrs3*, and *Eya4*, were up-regulated as a result of Pax6 depletion. It is worth noting that Prox1 and Pax6 have already been shown to be direct Pax6 targets in newborn lens [45].

### Reduction of Pax6 expression changes levels of H3K4me3 in promoters and H3K4me1 in distal regions

To test how reduced expression of Pax6 influences H3K4 methylation, we conducted ChIP-seq studies of H3K4me1, H3K4me2, and H3K4me3 in control and Pax6 KD sh2 αTN4 cells (Fig. 7). 

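H3K4me1, H3K4me2 and H3K4me3 of Pax6 KD αTN4 cells were analysed from 1 library for each mark and compared with the control lists made the same way. The labels do not say which of the shRNA constructs the KD cells carried; the paper gives it as sh2. The KD lists hold 18417 H3K4me1 islands, 65852 H3K4me2 peaks and 14301 H3K4me3 peaks. As a percent of the control numbers these are 48.5%, 99.4% and 96.2%, and as a percent of the covered length 65.1%, 85.5% and 92.1%. KD H3K4me1 islands cover 97.2 Mb and hold 1849269 ChIP reads, a mean of 19.0 per kb, and 1188362 input reads, a mean of 12.2 per kb. The median width of an island was 4400 bp. Without a second library of any condition, no difference between control and KD cells can be set against replicate error, and no p-value is given. To say whether regions with a Pax6 peak stand apart, their value was placed among 10000 random lists of as many control regions without Pax6, matched on deciles of strength (ChIP reads of an island, fold enrichment of a peak) and terciles of width. A value outside the central 95% of the lists counted as standing apart, which describes these libraries and not the conditions. In 100 simulated lists without a difference, 9 of the H3K4me1 lists stood apart by the share of islands kept and 7 by read density, and 3 of the H3K4me2 lists by the share of peaks kept.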

No Pax6 peaks were called from the Pax6 KD cells by our analysis (data not shown), so we analyzed all Pax6 peaks in the control αTN4 cells. In the promoters (*n* = 34, with corresponding pol2 enrichment), we found a strong reduction in H3K4me3 and a weak reduction in H3K4me1 signals but no changes in H3K4me2 (Fig. 7a). 

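Of the 504 Pax6 peaks, 53 lay within 2 kb of the start of a protein-coding transcript, and 34 of these overlapped a Pol2 peak. The starts come from GENCODE, and the RefSeq coordinates were not used here. Among the 53, H3K4me3 was present at 28 in control cells and at 27 in Pax6 KD cells, at 26 of them in both. The shares are 52.8% (95% Wilson interval 39.7 to 65.6) and 50.9% (37.9 to 63.9). H3K4me1 was present at 26 promoter Pax6 peaks in control cells (49.1%, 36.1 to 62.1) and at 10 in KD cells (18.9%, 10.6 to 31.4), and every one of the 10 also had it in control cells. H3K4me2 was present at 48 and at 44. The 30 control H3K4me3 peaks at these sites had a median change of −2.80 percentile points of rank within their list, over the 29 that were kept, which is the 31.6th percentile among matched lists. A called region is either present or absent, so a lower signal inside a region that is still called does not show in these shares.

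**Figure D1:**
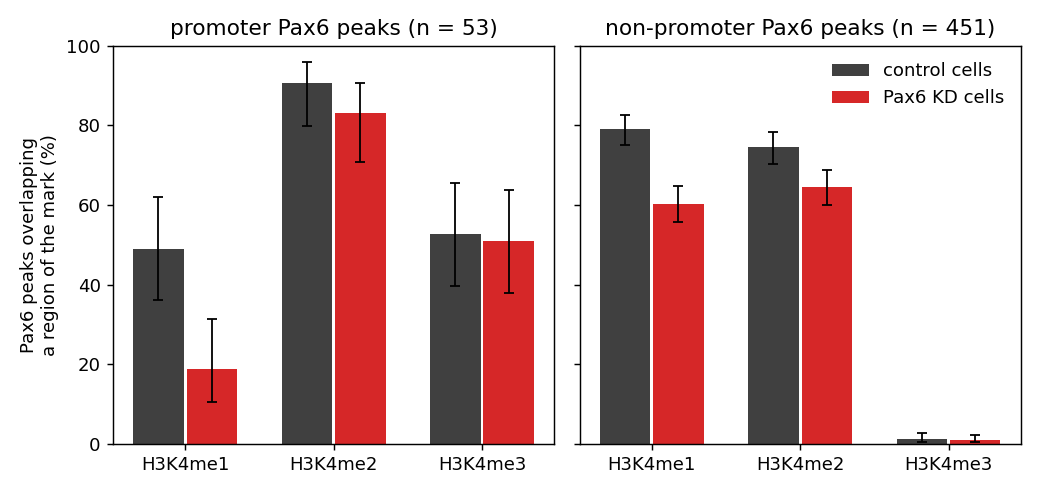
Share of Pax6 peaks that overlap a called region of H3K4me1, H3K4me2 or H3K4me3, in percent, for 53 promoter and 451 non-promoter Pax6 peaks. Bars are 1 library each for control (grey) and Pax6 KD (red) αTN4 cells, and error bars are 95% Wilson intervals. The H3K4me1 bars are lower in KD cells, at 18.9% for promoter and 60.3% for non-promoter peaks. Over the whole list, KD H3K4me1 islands cover 65.1% of the control length.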

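At the 451 Pax6 peaks farther than 2 kb from a transcription start, H3K4me1 islands were present at 357 in control cells (79.2%, 95% Wilson interval 75.2 to 82.7) and at 272 in Pax6 KD cells (60.3%, 55.7 to 64.7). H3K4me1 was found in both at 259 of these peaks, in control cells alone at 98 and in KD cells alone at 13. H3K4me2 was present at 336 in control cells (74.5%, 70.3 to 78.3) and at 291 in KD cells (64.5%, 60.0 to 68.8), with 50 in control cells alone and 5 in KD cells alone. H3K4me3 was present at 5 and at 4. The intervals of the control and KD shares do not overlap for H3K4me1 or H3K4me2, but they cover counting error over peaks and not the variation between libraries. They also treat the shares as separate, although both are of the same Pax6 peaks. Over the whole lists, the KD regions cover 65.1% of the control length for H3K4me1 and 85.5% for H3K4me2. Lower shares at Pax6 peaks therefore do not show a loss specific to them.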

In the distal non-promoter regions (*n* = 468), the major difference was reduced H3K4me1 abundance (Fig. 7b). To evaluate the statistical significance of H3K4me1 reduction in non-promoter Pax6 peaks that may function as enhancers, we decided to analyze the changes of H3K4me1/2/3 read densities between WT and Pax6 KD αTN4 cells at all “enhancers,” which were identified as H3K4me1 peaks in the WT chromatin. 

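Control H3K4me1 islands served as enhancers: 378 of the 38007 overlapped a Pax6 peak and 37629 did not. An overlapping Pax6 KD island was found for 295 of the 378 (78.0%, 95% Wilson interval 73.6 to 81.9) and for 17264 of the 37629 (45.9%, 45.4 to 46.4). Islands with Pax6 hold more reads, and among lists matched on reads and width the median share kept was 76.7%, so that 78.0% stood at the 79.3rd percentile. The share of each island's length covered by KD islands had a mean of 65.8% with Pax6 and a median of 62.2% in matched lists (98.6th percentile). With matching on reads per kb and width, chosen after the data were seen, this share stood at the 83.1st percentile and no longer stood apart. Over the kept islands, ChIP reads per kb changed by a median of −0.09 (log2, relative to the median of all kept islands) with Pax6 and by −0.04 in matched lists, which is the 0.41th percentile. This lower value depends on the matching and threshold: with SICER's FDR at no more than 1e-06 it stood at the 6.0th percentile, and with lists matched on deciles of reads per kb and of width, chosen after the data were seen, at the 22.2nd. In a comparison added after the data were seen, 727 control H3K4me2 peaks lay in islands with Pax6, and 83.4% of them were kept, against a median of 86.7% in matched lists (0.065th percentile). Those lists drew peaks singly and were not matched on the island. Peaks of the same island may share its fate, so this percentile may be too extreme. For H3K4me3, the 40 peaks in such islands were kept in 90.0%, the 84.2nd percentile. From a comparison of read densities, the paper concludes that the loss of H3K4me1 at distal enhancers is related to reduced Pax6 occupancy.

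**Figure D2:**
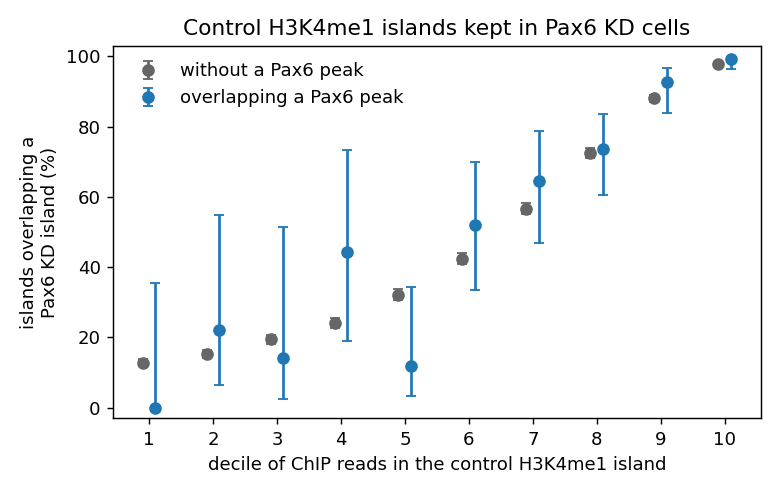
Share of control H3K4me1 islands that overlap a Pax6 KD island, in percent, by decile of ChIP reads in the control island, for islands without (grey) and with (blue) a Pax6 peak; error bars are 95% Wilson intervals. Without Pax6 the share runs from 12.9% in the lowest decile to 97.9% in the highest, and with Pax6 it is 99.3% in the highest.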

As evaluating by a Mann–Whitney U statistical test, we found that the reduction of H3K4me1 in the Pax6-bound enhancers was statistically significantly higher than that in the enhancers without Pax6 binding (*p* = 2.53e-11), while the changes of H3K4me2/3 were not significant (Fig. 7c), indicating that H3K4me1 reduction at distal enhancers is related to reduced Pax6 occupancy in Pax6 KD αTN4 cells. Similarly, we also compared promoters with or without Pax6 binding; however, we found the marked reduction of H3K4me3 in the promoters (Fig. 7a) was not statistically significant (*p* = 0.30), which may be due to the small numbers of promoters bound by Pax6 (*n* = 34).

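All 35 control H3K4me3 peaks that overlap a Pax6 peak were compared with matched lists of the 14834 others. In Pax6 KD cells 33 of the 35 were kept (94.3%, 95% Wilson interval 81.4 to 98.4), the 80.6th percentile. The change in rank of the kept peaks by fold enrichment, against a median of −1.56 percentile points in matched lists, stood at the 25.7th percentile. Limited to H3K4me3 peaks within 2 kb of a transcription start, the change with Pax6 stood at the 29.9th percentile. In simulated lists of this size with a built-in drop of 5 percentile points of rank, 64 of 100 stood apart, so that smaller changes could be missed with so few peaks.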

**Fig. 7:**
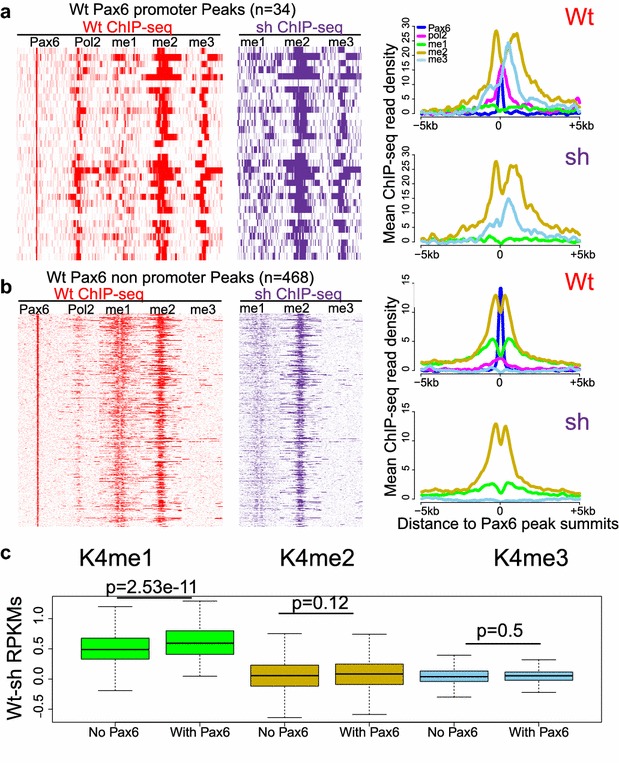
Disruption of histone methylation patterns around Pax6 peaks in Pax6 KD cell line sh2. **a** αTN4 Pax6 promoter peaks (*n* = 34) showed decreased H3K4me1 and H3K4me3 modification but no change of H3K4me2 in Pax6 KD cell line (vs wt). Pol2 data are also shown to indicate promoters. **b** Non-promoter αTN4 Pax6 peaks showed decreased H3K4me1 modification in Pax6 KD cell line (*n* = 468). Heatmaps show read densities from ±5 kb of the Pax6 peak summits, sorted by the Pax6 ChIP-seq signal in WT, with the profiles of mean ChIP-seq read densities plotted in the right (*top* for WT and *bottom* for shPax6 data). **c** Changes (wt vs Pax6 KD) of H3K4me1/2/3 at two groups of enhancers (used WT H3K4me1 peaks as a proxy here) separated by their overlap with Pax6 peaks. Upon Pax6 KD, the enhancers with Pax6 binding showed a greater reduction of H3K4me1 (but no change in H3K4me2/3) than those without Pax6 binding in WT. The *boxplots* show RPKM (reads per kb peak per million ChIP-seq reads) differences between control and Pax6 KD αTN4 cells; the RPKMs were computed for at ±5 kb of the centers of H3K4me1 peaks

### Plekha1 is regulated by Pax6 in mouse αTN4 and RPE cells

To illustrate the connections between Pax6 and H3K4me1 and H3K4me3, we focused on pleckstrin homology domain containing, family A (phosphoinositide binding specific) member 1, *Plekha1*. The human *PLEKHA1*-*ARMS2*-*HTRA1* gene cluster is on chromosome 10; GWAS studies have implicated this cluster in the pathogenesis of age-related macular degeneration (AMD) [57], a disease caused by dysfunctional retinal pigmented epithelium (RPE). Differentiation of RPE cells is regulated by the transcription factors Pax6, Otx2, and Mitf [58]. Recent studies have shown that Otx2 [59, 60] regulates Plekha1 expression during mouse ES cell differentiation [61] and that binding of Otx2 was found in the Plekha1 gene in the adult mouse neuroretina [62].

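In GENCODE's annotation of mm9, Plekha1 lies on the forward strand of chromosome 7 from 138009270 to 138056826, and Htra1 downstream of it from 138079625. One long annotated transcript of Fgfr2, on the opposite strand, spans the whole window of Fig. 8a. The control αTN4 list holds 2 Pax6 peaks in that window. The first lies from 137981498 to 137981945 with its summit at 137981752, 27.5 kb upstream of the start of Plekha1, and has a fold enrichment of 18.2 and a −log10 q of 55.1. The second lies from 138036767 to 138036910, with a fold enrichment of 4.75 and a −log10 q of 4.69. It is intronic, in intron 3 of the transcript ENSMUST00000048180.5 and in intron 5 of 2 longer transcripts. Another Pax6 peak, from 138101359 to 138101538, lies just outside the window, in an intron of Htra1.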

In the mouse *Plekha1* locus two Pax6-containing peaks were identified in the evolutionarily conserved 5′-distal region ~27-kb upstream (region A) and in the third intron (region B) in control αTN4 cell chromatin (Fig. 8a). Two predicted Pax6-binding sites as well as accompanying Maf- and Sox-binding sites in region A are shown in Additional file 2: Fig. S2. 

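The mouse sequences of Fig. S2 were looked up in the mm9 genome within 2 kb of the Pax6 peak. The Sox site CACGCACAAAGG lies on chromosome 7 from 137981644 to 137981655, the Maf site TTAATTAGCTGACTCCCC from 137981664 to 137981681, and the Pax6 site TCACTGAGCTGGAAAA from 137981760 to 137981775. Its centre is 16 bp from the Pax6 summit. The whole of the other Pax6 site, as the text of the supplement gives it, was not matched; its first 14 bases, CCAGCCAAGTGGAA, lie from 137981785 to 137981798. The downstream Sox site CCATTGTG lies from 137981828 to 137981835. All of these matches are unique within 2 kb and inside the Pax6 peak. The reference sequence from 137981702 to 137981802, around the summit, is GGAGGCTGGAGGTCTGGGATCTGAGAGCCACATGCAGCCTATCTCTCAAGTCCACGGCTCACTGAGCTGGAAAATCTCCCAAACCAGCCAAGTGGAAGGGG.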

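In control αTN4 cells the Pax6 peak of region A lay inside an H3K4me1 island from 137974401 to 137984200, which held 299 ChIP reads, or 30.5 per kb, and 151 input reads. It also lay inside an H3K4me2 peak from 137980748 to 137982989 with a fold enrichment of 12.0, at percentile 71.4 of its list. A Pol2 peak from 137981408 to 137981654 overlapped it, with a fold enrichment of 3.69, at percentile 4.41 of the Pol2 list. No H3K4me3 peak overlapped region A.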

Importantly, region A is marked by abundant H3K4me1 and H3K4me2 as well as RNA polymerase II suggesting a putative enhancer. In Pax6 KD αTN4 cells, both H3K4me1 and H3K4me2 signals around region A are reduced and accompanied by reduced abundance of H3K4me3 in the Plekha1 promoter (Fig. 8a).

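In Pax6 KD cells the H3K4me1 island over region A ran from 137976401 to 137986000 and held 226 ChIP reads, or 23.5 per kb, where the control island had 30.5 per kb. These counts are not corrected for the depth of the libraries, and the median change over 13763 paired islands was −0.31 (log2 of ChIP reads per kb), so a fall of this kind was not specific to region A. The rank of the island by the authors' fold over control reads went from percentile 69.2 of the control list to 86.3 of the KD list. The fold itself was 4.22 and 3.88, where the medians of these lists were 3.51 and 2.61. The higher rank thus does not mean a stronger signal. In the window of Fig. 8a, control cells had 10 H3K4me1 islands over 77000 bp with 1727 ChIP reads, and KD cells had 8 over 56000 bp with 1014. The H3K4me2 peak over region A was 2242 bp wide in control cells and 1841 bp in KD cells, and its rank by fold enrichment went from percentile 71.4 to 74.6 of its list. The H3K4me2 peak over region B was present in control cells and not in KD cells. At the promoter of Plekha1, the H3K4me3 peak was 1838 bp wide and at percentile 81.3 of its list in control cells, and 1892 bp wide and at percentile 77.7 in KD cells. Its fold enrichment was lower in KD cells, at 19.7 against 29.4 in control cells, and its −log10 q was 75.6 against 95.2. The median fold of the H3K4me3 lists was 17.4 in control and 13.1 in KD cells, so a lower fold was not limited to this peak. With 1 library per condition, none of these differences can be set against replicate error. The paper concludes that reduced Pax6 binding affects H3K4me1 and H3K4me3 at Plekha1.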

**Fig. 8:**
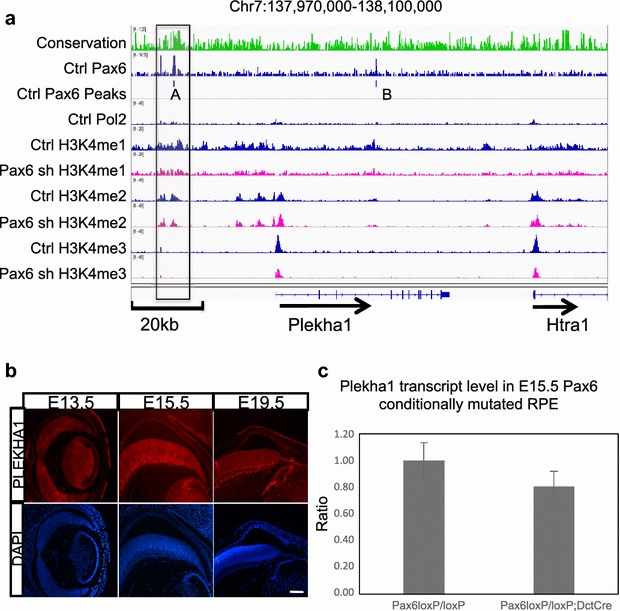
Regulation of Plekha1 gene expression by Pax6. **a** Reduced Pax6 binding affects H3K4me1 and H3K4me3 patterns at Plekha1 enhancer and promoter regions. Pax6, H3K4me1, H3K4me2, H3K4me3, and Pol II ChIP-seq signal at *Plekha1* locus in cultured lens cell chromatin. The mouse *Plekha1* locus is shown including the portion of the downstream *Htra1* gene. The evolutionary conservation (*upper track*-*green color*) and predicted Pax6-binding sites A (see Fig. S2 for details) and B are indicated. **b** Expression of Plekha1 proteins in mouse embryonic eye. Note that in the lens transitional zone and other cell types, Plekha1 (*red*) is found in the nuclei (DAPI stainings, *blue*). *Scale bar* is 100 µm. **c** qRT-PCR expression of Plekha1 in the mouse E15.5 RPE of control *Pax6* ^*loxP/loxP*^ and mutant *Pax6* ^*loxP/loxP*^ *; DctCre* demonstrated a fold change of 0.81 (*pV* = 0.005, *n* = 3). Spearman’s correlation between Pax6 and Plekha1 is 0.76 (*pV* = 0.037, *n* = 3)

To gain additional insights into Plekha1 gene expression, we determined its expression in the mouse embryonic eye (stages E13.5, E15.5, and E19.5). We found Plekha1 proteins showed nuclear expression throughout the eye, most notably in the corneal epithelium, lens, and neuroretina (Fig. 8b). Finally, in order to examine the significance of Pax6’s regulation of Plekha1 outside of the lens, we tested this system in the RPE. E15.5 RPE from mice with tissue-specific Pax6 depletion [58] were analyzed by qRT-PCR and demonstrated reduction of Plekha1 transcript level (Fig. 8c). Taken together, these data identify Plekha1 as a novel dosage-sensitive direct target of Pax6 in lens and RPE cells.

## Discussion

Sequence-specific DNA-binding transcription factors regulate gene expression by controlling the activity of enhancer regions. What molecular mechanisms are used for this regulation is a major unanswered question in the field of gene regulation and embryonic development. It has been proposed that the recruitment of chromatin remodeling enzymes/complexes by DNA-binding factors elicits local changes in chromatin structure that either promote or inhibit gene expression. A combination of genetic and functional studies has shown that a sparse number of transcription factors, including FoxA1, Gata1, HNF4α, MyoD, Mitf, Nrl, PU.1, Pax5/BSAP, Pax6, Runx2, and Sox9, function as molecular switches to control cell-fate decision steps. Within this group, Pax6 functions during the earliest stages of eye development in both ectoderm- and neuroectoderm-derived progenitor cells and regulates many subsequent steps of eye morphogenesis. As Pax6 functions as a dual transcriptional activator and repressor [25], we reasoned that an unbiased identification of its associated proteins and enzymatic activities toward core histone proteins would provide novel insights into mechanisms of Pax6-mediated gene control during embryonic development. The positively acting chromatin remodeling complexes/enzymes identified here include Mll1, Mll2, and Set1a HMT complexes and CBP and EP300 HATs. The identification of the NuRD complex in Pax6-immunoprecipitates may explain how Pax6 functions as a transcriptional repressor. The dual role of Pax6 in activation and repression could be also mediated through recruitment of SWI/SNF and ISWI chromatin remodeling complexes [47–49]. We have shown earlier that CBP and p300, Brg1 (Smarca4), and Snf2 h (Smarca5) regulate lens induction [33] and differentiation [63, 64].

The interactions between Pax6 and Mll/Set1 complexes are further supported by our findings that Pax6-containing immunoprecipitates contain important regulatory subunits such as the WRAD subcomplex and catalyze in vitro methylation of H3 core histones and H3-derived histone tail mimetics. Although the methylation reactions are markedly reduced when H3K4me3 substrates are used with Pax6-immunoprecipitates, the “residual” activity detected raises the possibility that the other lysine or arginine residues present are also methylated in this system, though direct proof remains to be obtained.

To gain insights into Pax6-dependent histone PTMs, we studied the landscapes of H3K4 methylation in three systems: newborn lens and control and Pax6 KD αTN4 lens cells. The analysis of lens chromatin identified a preferred association between Pax6 binding and H3K4me2. Nevertheless, upon Pax6 KD expression, the abundance of distal H3K4me1 and promoter H3K4me3 modification, but not H3K4me2 modification, was reduced at a genome-wide scale. These data imply that Pax6 may recruit Mll1 and Mll2 to the distal regions and Set1a to the promoters. These protein recruitments could catalyze H3K4me1 and H3K4me2 modifications and generate H3K4me3 residues. Although the Set1a/b complexes bind to the phosphorylated C-terminal domain of RNA polymerase II via the Wdr82 subunit at the initiation phase of transcription, our data suggest that Pax6 may also recruit a fraction of the Set1a complex to the promoter prior the onset of transcription. Additional studies will be needed to determine the localizations of Mll1, Mll2, and Set1a enzymes in lens chromatin (by ChIP-seq when antibodies are available and/or by engineering the αTN4 to insert in frame epitope tags into genes encoding the Mll/Set1a-specific subunits). At the level of individual genes, we document changes at Plekha1’s distal enhancer. In addition, we show that Pax6 regulates Plekha1 in RPE cells and we establish for the first time its expression domains in the mouse embryonic eyes.

Although ten genes with disrupted regulation were found in the present Pax6 KD αTN4 system, it is important to stress that the reduction of Pax6 expression was in the range of inactivating one functional Pax6 copy (haploinsufficiency) and this reduction in vivo generates only subtle defects in the lens. We restrained ourselves from reducing the Pax6 protein to ~10–15 % of normal levels, as we were concerned that the engineered αTN4 cells would lose their cell-type identity.

To better understand our Pax6 KD system, we considered a few “indirect” possibilities: that depletion of Pax6 could affect expression of subunits comprising the Mll/Set1 complexes, or that Pax6 could be “globally” involved in controlling the levels of H3K4 methylations. To test the first possibility, we examined the protein levels of Ash2l and Rbbp5 in both control sh and Pax6 sh2 cells by immunoblotting. We normalized the protein levels to TATA-box-binding protein (TBP) and did not find any global changes (Additional file 2: Fig. S1a). To examine whether there were any cellular H3K4me changes in Pax6 KD cells, we compared the H3K4 methylation levels from the whole cell lysates of control and Pax6 KD sh2 cells by immunoblotting. Individual H3K4me1, H3K4me2, and H3K4me3 signals were normalized to TBP, and no notable changes were found (Additional file 2: Fig. S1b), indicating that a reduction of Pax6 expression did not affect the net cellular activity of H3K4 methylases. We concluded that reduction of Pax6 expression does not affect expression of two common WRAD subunits and global levels of methylated histones.

The molecular mechanisms underlying the genesis of tissue-specific enhancers, the significance of individual and combined histone PTMs, and the “writing” order and “reading” recognition of histone PTMs, remain poorly understood, especially in the context of developmentally regulated genes. Enhancers can be viewed as highly organized chromatin domains primarily organized by sequence-specific transcription factors. During and/or following their formation, the distal enhancer domains physically contact the promoter-bound protein–DNA complexes, and promoter–enhancer loops are established to facilitate efficient recruitment of the basal transcriptional machinery [10]. The birth of enhancers is thought to involve recruitment of multiple chromatin remodeling systems by the “pioneering” transcription factors [65, 66]. The “net” effect of these DNA–protein–protein interactions is the generation of enhancer-specific patterns of core histone PTMs, including H3K4me1 and H3K27ac [13, 67] and the establishment of “open” chromatin/nucleosome-free regions [66, 68, 69]. Pax6 functions as a highly selective molecular switch that activates gene expression in different cell types and represses those same genes in other cell types [25]. Our earlier studies have shown that Pax6 binds 2/3 of common sites in two distinct lens and forebrain chromatins [45]. This finding raises the possibility that Pax6 functions as a pioneering factor. Previous studies have shown that Pax6 binds with p300 HAT [46] and SWI/SNF complexes via direct binding to Brg1, Brm, Baf155, and Baf170 [47–49]. The present data add Mll1, Mll2, and Set1a to the list of Pax6-associated chromatin-modifying enzymes and suggest a number of additional novel chromatin remodeling complexes are linked to Pax6, such as ACF, RSF, WICH, and NuRD, which explain the dual roles of Pax6 as transcriptional activator and repressor (Fig. 9). Taken together, Pax6 possesses many activities attributed to pioneering factors; nevertheless, additional studies are needed to find whether Pax6 can access its target sites in chromatin independently on other DNA-binding transcription factors.

**Fig. 9:**
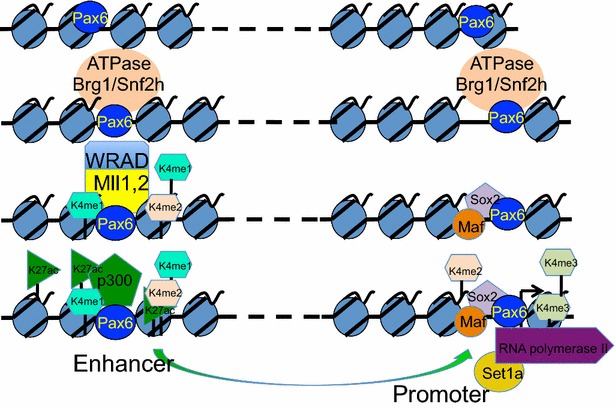
A general model of enhancer-dependent transcriptional activation by Pax6 through recruitment of chromatin-modifying and remodeling complexes. The present data coupled with earlier studies on Pax6 suggest a general model that explains chromatin features near Pax6-bound peaks. The Pax6/Brg1- and Pax6/Snf2h-containing ATP chromatin remodeling complexes are initially assembled in the enhancer and promoter regions. Pax6 is then joined by additional DNA-binding factors (not shown). In subsequent stages, enhancer-bound Pax6 recruits Mll1/2 complexes and the region is marked by H3K4me1 and H3K4me2, followed by recruitment of p300, and generation of H3K27ac. Similarly, at the promoter regions, binding of Pax6 facilitates recruitment of cooperating DNA-binding factors (shown: Maf and Sox2), followed by various chromatin-modifying and remodeling activities, and formation of physical contacts between these assemblies mediated by DNA looping. As the transcription commences, Set1a traveling with the RNA polymerase will convert the unmodified and partially methylated H3K4 residues into the high density of H3K4me3

At present, few DNA-binding transcription factors are known to bind Mll-containing HMT complexes. The Pax2, Pax3, and Pax7 factors have been shown to bind Mll3/4 complexes via the adaptor protein PTIP [70] or through distinct adaptor protein Pax3/7BP (official name: Paxbp1) [71]. Recently, the developmental regulators MafA [72], Oct4 [73], Pitx2 [7], and Tbx1 [75] have also been shown to interact with specific Mll complexes. Neither PTIP nor Paxbp1 was detected among the 301 Pax6-interacting clusters. We propose that the common property of multiple Pax transcription factors is to direct recruitment of Mll HMT complexes.

The most common partners of Pax6 in tissue-specific gene control in lens include bZIP protein c-Maf, nuclear receptor complex RARβ/RXRβ, and HMG-box Sox2 [39, 76] and are all known to bind p300 and CBP HATs [77]. Thus, the “master” role of Pax6 in embryonic development can be explained in molecular terms by its ability to recruit a full complement of positively acting chromatin remodelers (e.g., HATs, HMTs, and ATP-dependent remodelers) and to provide additional service through recruitment Mll1 and Mll2, which methylate the enhancers. Future studies will be aimed to test these Pax6 protein–protein interactions and their role in enhancer-mediated tissue-specific gene control.

## Conclusions

This study reveals interactions of Pax6 with multiple chromatin-modifying and remodeling complexes and supports a general model of Pax6-mediated recruitment of histone methyltransferases Mll1 and Mll2 at distal enhancers in lens chromatin. Although genome-wide data in lens show that Pax6 binding correlates with H3K4me2, consistent with the idea that H3K4me2 PTMs correlate with the binding of transcription factors, reduction of Pax6 by shRNA expression induces prominent changes in local H3K4me1 and H3K4me3 modifications. These findings open the field to mechanistic studies of Pax6, Mll1, Mll2, and dynamics of H3K4 methylations at distal enhancers and promoters of developmentally controlled genes in lens and other tissues regulated by Pax6, including forebrain, retina, and pancreas.

## Methods

### Antibodies

Ash2l (Bethyl, A300-489A), Cfp1 (Abcam ab198977), Dpy30 (Bethyl A304-296A), H3K4me1 (Abcam, ab8895), H3K4me2 (Abcam, ab7766), H3K4me3 (Abcam, ab8580), H3K9me2 (Abcam, ab1220), H3K79me2 (Abcam, ab3594), IgG (Millipore 12-370), Mll1 (Bethyl A300-086A), Mll2 (Santa Cruz, H300, sc-292359), Pax6 (Millipore, ab2237), Plekha1 (Novus, NBP1-86967), Rbbp5 (Bethyl, A300-109A), RNA polymerase II (Santa Cruz, N-20), Set1a (Bethyl, A300-289A), Snf2h (Active Motif, 39543), Spt16 (Biolegend, 607001), Ssrp (Biolegend 609702), TBP (Abcam, ab51841), vinculin (Abcam, ab129002), and Wdr5 (Bethyl A302-429A) were used.

### Immunoprecipitation analysis

Mouse lens epithelial cell line αTN4 was used for immunoprecipitation assays. All procedures were done at 4 °C. Nuclear extracts were prepared as described [78]. Protein G Dynabeads (Invitrogen) were used for immunoprecipitation. The beads were block with 1 % BSA before the day of immunoprecipitation. On the day of immunoprecipitation, nuclear extracts were dialyzed into the BC200 (20 mM HEPES, pH 7.9, 0.2 mM EDTA, 0.5 mM DTT, 20 % glycerol, 0.2 % NP-40, and 200 mM KCl) buffer. For antibody conjugation, 5 µg of Pax6, Wdr5, or control IgG antibodies was incubated with Dynabeads for at least 6 h. For nuclear extract pre-cleaning, 200 µg nuclear extracts were diluted with BC200 to 200 ng/µl and incubated with Dynabeads for 2 h. Pre-cleaned nuclear extracts were incubated with antibody-conjugated Dynabeads for overnight. The beads were washed twice with BC200 and twice with BC500. Finally, the beads were resuspended in 30 µl BC200 and used for subsequent assays.

### Mass spectrometry

Samples processed for LC–MS/MS were subjected to SDS-PAGE and silver stained as described previously [79]. Bands were excised and analyzed on a LTQ linear ion trap mass spectrometer (ThermoFisher Scientific, Waltham, MA) interfaced with a Rapid Separation LC 3000 system (ThermoFisher Scientific) and a TriVersa NanoMate system (Advion, Ithaca, NY). Mgf files were created from the raw LTQ mass spectrometer LC–MS/MS data using Proteome Discoverer 1.3 (ThermoFisher Scientific). The created mgf files were used to search the NCBI database using the in-house Mascot Protein Search engine version 2.4.1 (Matrix Science) with the following parameters: trypsin 2 missed cleavages; fixed modification of carbamidomethylation (Cys); variable modifications of deamidation (Asn and Gln), pyro-glu (Glu and Gln), and oxidation (Met); monoisotopic masses; peptide mass tolerance of 2 Da; product ion mass tolerance of 0.6 Da. The final list of identified proteins was generated by Scaffold 4.0.5 (Proteome Software, Portland, OR) with the following conditions: 99 % minimum protein probability, minimum number of 3 unique peptides, and 95 % peptide probability.

### HMT assay

Pax6 or control IgG antibody precipitates from nuclear extract as described above were incubated with 1 µg recombinant histones in the presence of [^3^H] S-adenosyl-l-methionine (SAM), for 1 h at 30 °C. The following procedure is done as we described earlier [80].

### Radiometric filter methyltransferase assay

N-terminal H3 peptides (1–20) containing unmodified K4, K4me1, K4me2, and K4me3 residues were obtained from Epicypher (catalog #: 12-0001, 12-0007, 12-0008, and 12-0009). The reactions (20 µl, final volume) were conducted with 1 µg of the peptide, specific immunoprecipitate (Pax6, Wdr5, and IgG control), [^3^H] SAM (0.55 µCi/µl, PerkinElmer), and BC200 buffer. After 1-h incubation at 30 °C, the reaction mixture was spotted on P81 phosphocellulose paper (Millipore) and washed 3× with sodium carbonate, pH 8.5 and 1× with acetone before air-drying. Four milliliters of scintillation cocktail was added to the filter paper, and emissions were counted. CPM were normalized to IgG control.

### Cell cultures and generation of shRNA cell lines

αTN4 cells are SV40 T-antigen-transformed mouse lens epithelial cells [81] that express many important lens-specific genes [82] and were maintained in DMEM F-12 with 10 % FBS. Lentiviral constructs expressing shRNAs including the controls were purchased from OpenBiosystems (Pax6 sh1: 5′-CCACTTCAACAGGACTCATTT-3′, Pax6 sh2: GCAAGAATACAGGTATGGTTT, and control sh: 5′-CTCGCTTGGGCGAGAGTAA-3′). Viral particles were produced by following the recommended protocols (Addgene). Two days after infection of cells with viruses, puromycin was added at 2 mg/ml to select for pooled populations of stably infected cells.

### ChIP-seq assays and peak calling

Ten 20-cm dishes of control and Pax6 sh2 αTN4 cells were cross-linked with 1 % formaldehyde at room temperature for 10 min and quenched by 2.5 M glycine. The ChIP was performed using antibodies as we described elsewhere [45]. Sequencing of Pax6 and histone ChIP-seq experiments was performed on Illumina HiSeq 2500 and Genome Analyzer IIx instruments. The ChIP-seq reads were analyzed by the Einstein WASP analysis pipeline [83] and aligned to the mouse genome (GRCm37/mm9) using Bowtie [84]. The data were deposited into GEO under accession numbers GSE66961 and GSE76315. For Pax6, RNA polymerase and histone modifications (H3K4me2 and H3K4me3) with sharp ChIP-seq profiles, peaks were called using the MACS2 program [85] using default settings. For histone modifications with broad ChIP-seq profiles (H3K4me1), peaks were called using the SICER program using default setting [86]. We filtered out peaks that mapped to the modENCODE blacklisted genomic regions [87]. The IGV Integrative Genomics Viewer (2.3.57) [88] was used for data visualization. Pax6 peaks overlapping at least 1 bp between lens and αTN4 cells are assigned as common peaks (*n* = 245) and others as specific peaks by BEDTools (v2.23.0) [89]. The peak overlap between the two cell types is significant (*p* < 2.2e-16 by Fisher’s exact test).

### Unbiased motif analysis at Pax6-bound regions

MEME (4.10.1) [90] and MEME-ChIP [91] were used to identify *de novo* enriched motifs with sequences −100 to +100 bp around Pax6 peak summits in lens and αTN4 cells; the setting was 6–20 bps as motif width and returning the top 10 motifs.

### Identification of Pax6 peaks association to genes and data visualization

The list of TSSs (transcription start sites) list was downloaded from the UCSC genome browser [92] using the RefSeq gene annotations [93]. Pax6 peaks overlapping at least 1 bp with the −2 to +2 kb around TSS were assigned as Pax6 peaks using the BEDTools (v2.23.0). The rest were considered as non-promoter peaks and further assigned to genes if they were within 50 kb of a gene as described previously [45]. The heatmaps to visualize histone modification were generated by Java Treeview [94] using the count matrix generated by the SeqMINER program [95], counting the read densities from −5 to +5 kb around Pax6 peak summits in 50 bp bins. During this analysis, the same numbers of ChIP-seq reads (~16 millions) were used, with a subset sampled from the full data set that had >16 million reads.

### qRT-PCR and RNA-seq experiments

Total RNA was extracted from αTN4 cells on a 6-well plate using TRIzol reagent and reverse-transcribed using the SuperScript III First-Strand Synthesis System (Invitrogen). Relative mRNA levels were normalized against average of Gapdh and B2 m. The library construction, sequencing, and data analysis were performed as we described previously [45]. The following primer pairs were used: B2m, 5′-CATACGCCTGCAGAGTTAAGC-3′, 5′-GATGCTTGATCACATGTCTCG-3′; Cap2, 5′-GGAAGCAACATGTTCAACCA-3′, 5′-CGTCGTTCATCTCCTTGACA-3′; Farp1, 5′-CCAGGGAAGGTTCTGTTTGA-3′, 5′-ACCACGATCTTCCTGTGGTC-3′; Gapdh, 5′-CTTCCGTGTTCCTACCC-3′, 5′-TGCTGTAGCCGTATTCAT-3′; Pax6, 5′-GCACATGCAAACACACATGA-3′, 5′-ACTTGGACGGGAACTGACAC-3′; Plekha1, 5′-GACAGAATCGCATCTGTGGA-3′, 5′-TGAAGGCAGGTTCTGTGGAT-3′; Prox1, 5′-TGACTCGGGACACAACAAGT-3′, 5′-ATCTCTCTGGAACTGCGCTT-3′; Tshz2, 5′-GCGGCAAGAATGATTTTGAT-3′, 5′-ATAGCTGCACGGAGCTGAAT-3′; and Zfp536, 5′-CAATGGGCAGAACCTAGGAA-3′, 5′-ATGCTATTGAACCGGAAACG-3′.

### Analysis of conditionally inactivated Pax6 in RPE cells

The mouse lines employed in this study, Pax6^loxP^ [31] and DctCre [96], have been previously described. The genetic background of all mice used in this study was C57BL/6J. All animal work was conducted according to national and international guidelines and approved by the Tel Aviv University Review Board. For RNA isolation, RPEs of control *Pax6*^*loxP/loxP*^ and mutated *Pax6*^*loxP/loxP*^; DctCre mice were dissected at E15.5 and RNA was extracted using QIAshredder and RNeasy kits (Qiagen). Reverse transcription of 1 µg of RNA from each sample was performed using qScript cDNA Synthesis Kit (Quanta). cDNA was amplified using the Power SYBR Green Mix (Applied Biosystems) in a 384-well optical reaction plate using ABI Prism 7000 Sequence Detection System (Applied Biosystems). Plekha1 primers used for qRT-PCR are described above, and relative expression was normalized using Tbp and Hprt transcripts. Immunofluorescence analysis was performed on 10-µm paraffin sections as previously described [96] using primary rabbit anti-Plekha1 antibody and secondary antibody of donkey anti-rabbit conjugated to Alexa 594 (1:1000, Invitrogen, A21207).

## Additional files

10.1186/s13072-016-0087-z Complete list of Pax6 associated proteins identified by MS
10.1186/s13072-016-0087-z Semi-quantitative analysis of Ash2 l and Rbbp5 expression and global histone methylation in Pax6 KD cells. **a** Western immunoblotting to show that Pax6 KD does not impair expression levels of common subunits, Ash2 l and Rbbp5. Expression of basal transcription factor TBP was used as loading control. **b** Western immunoblotting to show that Pax6 KD does not affect methylation levels of histone H3, including H3K4m1, H3K4me2, H3K4me3, H3K79me2 and H3K9me2. Fig. S2. Transcription factor binding sites in the evolutionarily conserved distal region of Plekha1. Two Pax6 binding sites were identified within the Pax6 ChIP-seq peak (Fig. 8a, region A). In addition, analysis of surrounding sequences predicts two Sox- and one large Maf-binding sites. The Sox- and Maf-binding motifs are from JASPAR database (Sox motif ID: 15863505; Maf motif ID: 9571165). The Pax6 motif is based on ChIP-seq studies in αTN4 cells (see Fig. 4b).

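The Pax6 motif learned here from odd-numbered chromosomes, chromosome 7 included, was scored at these Pax6 sites. The best score over TCACTGAGCTGGAAAA and the 8 bp on either side was 10.6, and over CCAGCCAAGTGGAA it was 9.29. Both exceed the threshold of 7.24 that 5% of the background windows of the search passed, and 100% and 99.7% of those background windows scored lower. The Pax6 peak that holds these sites was among those from which the motif was learned, so the scores are not an independent test.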

## Abbreviations

ChIP: chromatin immunoprecipitation
qChIP: ChIP-qPCR
co-IP: co-immunoprecipitation
HAT: histone acetyltransferase
HMT: histone methyltransferase
KD: knockdown
LC–MS/MS: liquid chromatography-tandem mass spectrometry
PTM: posttranslational modification
RPE: retinal pigment epithelium
WT: wild type

# Supplementary material for: Pax6 associates with H3K4-specific histone methyltransferases Mll1, Mll2, and Set1a and regulates H3K4 methylation at promoters and enhancers
**Source:** Epigenetics Chromatin. 2016 Sep 9;9(1):37. doi: 10.1186/s13072-016-0087-z
**Supplement:** Supplementary file 2 — 10.1186/s13072-016-0087-z Semi-quantitative analysis of Ash2 l and Rbbp5 expression and global histone methylation in Pax6 KD cells. a Western immunoblotting to show that Pax6 KD does not impair expression levels of common subunits, Ash2 l and Rbbp5. Expression of basal transcription factor TBP was used as loading control. b Western immunoblotting to show that Pax6 KD does not affect methylation levels of histone H3, including H3K4m1, H3K4me2, H3K4me3, H3K79me2 and H3K9me2. Fig. S2. Transcription factor binding sites in the evolutionarily conserved distal region of Plekha1. Two Pax6 binding sites were identified within the Pax6 ChIP-seq peak (Fig. 8a, region A). In addition, analysis of surrounding sequences predicts two Sox- and one large Maf-binding sites. The Sox- and Maf-binding motifs are from JASPAR database (Sox motif ID: 15863505; Maf motif ID: 9571165). The Pax6 motif is based on ChIP-seq studies in αTN4 cells (see Fig. 4b).

**a**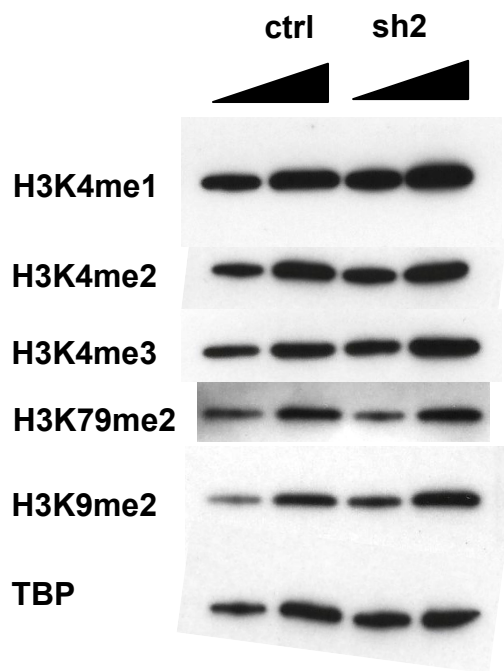**b**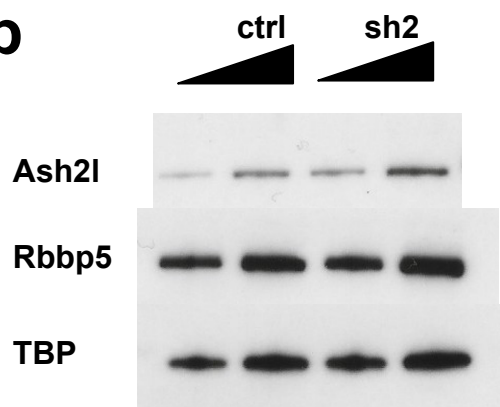

Sox2 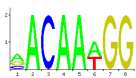

|        |                                               |                     |       |
|--------|-----------------------------------------------|---------------------|-------|
| Mouse  | -----T                                        | <b>CACGCACAAAGG</b> | ---TC |
| Rat    | -----C                                        | <b>CACGCACAAAGG</b> | ---TC |
| Rhesus | -----C                                        | <b>AGCACTCATATC</b> | ---TC |
| Horse  | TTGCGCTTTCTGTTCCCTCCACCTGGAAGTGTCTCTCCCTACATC | <b>CTCACAGAGCTG</b> | GCCTC |
| Dog    | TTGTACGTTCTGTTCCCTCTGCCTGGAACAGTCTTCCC-AGATC  | <b>CTCACACAGATG</b> | GCCTC |
| Human  | -----                                         | <b>AGCACTCATATC</b> | ---TC |

.   \*   \*   \*   \*

Maf 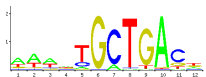

|        |         |                           |                                      |
|--------|---------|---------------------------|--------------------------------------|
| Mouse  | GCCTAAT | <b>TTAATTAGCTGACTCCCC</b> | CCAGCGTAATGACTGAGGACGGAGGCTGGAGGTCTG |
| Rat    | GCCTAAT | <b>TTAATTAGCTGACT-CCC</b> | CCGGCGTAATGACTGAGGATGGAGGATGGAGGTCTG |
| Rhesus | AGTGAAT | <b>TTAATTAGTCGACG-CCC</b> | CAAGCATA----CTGAGGGTGGAGGGCGGGTGCCTG |
| Horse  | TGCTTAT | <b>TCAGTCAGGTCTCA-GCT</b> | CCAGGTCACCCCTCA-GGTGGCTTCCCTGAACCC-  |
| Dog    | TGCTTAT | <b>CACTCCGGTCTCA-GCT</b>  | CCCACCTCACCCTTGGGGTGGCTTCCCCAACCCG   |
| Human  | AGTGAAT | <b>TTAATTAGTTGACG-CCC</b> | CAAGCATA----CTGAGGGTGGAGGGCGGATGCCTG |

.   \*   \*   \*   \*   .   \*   \*   .   \*   \*   \*   .   \*   \*   .   \*   \*   .   \*   \*

|        |                                                             |                                |
|--------|-------------------------------------------------------------|--------------------------------|
| Mouse  | GGATCTGAGAGCCACATG-----                                     | CAGCCTATCTCTCAAGTCCA           |
| Rat    | GGATCTGAAAGCCACATG-----                                     | CAGCCTATCTCTC-AGTCCA           |
| Rhesus | GGACTTGAAAG--ACATG-----                                     | TGGCACATCTCCA-GGTCCA           |
| Horse  | ---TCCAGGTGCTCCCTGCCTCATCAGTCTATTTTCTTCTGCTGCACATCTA-AGCCCC |                                |
| Dog    | ---TCCAGGTGCTCTCTGCTGCA-----                                | TATTTTCTTCTGCCGTGCACCTA-AGTTCA |
| Human  | GGACTTGAAAG--ACGTG-----                                     | TGGCACATCTCCA-GGTCCA           |

.....   \*   .   \*   \*   .   .   .   .   .   \*   .   \*   .   \*   .   \*

Pax6 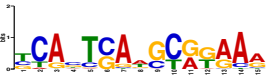 Pax6 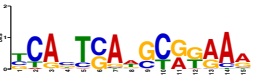

|        |       |                              |                  |                                         |      |
|--------|-------|------------------------------|------------------|-----------------------------------------|------|
| Mouse  | CGGCT | <b>TCAC TGAGCTGGAAAA</b>     | TCTCCCAA         | <b>CCAGCCAAGTGGAAAGGGGCACAGAAGG</b>     | -AGA |
| Rat    | CGGCT | <b>TCAC TGAGCTGGAAAA</b>     | TCTCCCAA         | <b>GCAGCCAAGTGGAAAGGGGCACAGAAGG</b>     | -AAA |
| Rhesus | CTGT  | <b>GCGCTGAGCTGGAAAGATTT</b>  | CAGAAA           | <b>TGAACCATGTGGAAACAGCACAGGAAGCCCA</b>  |      |
| Horse  | CTGCT | <b>TCAC TGAGCTGGAAAA</b>     | TCTCAGCAA        | <b>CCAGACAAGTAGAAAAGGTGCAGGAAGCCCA</b>  |      |
| Dog    | CTGCT | <b>TCAC TGAGCTGGAAAA</b>     | TCTCACAAG        | <b>CTAGCCAAGT-GAAAAGGCACAGGAAGCCCA</b>  |      |
| Human  |       | <b>CTGCGCACTGGGCTGGAAAGA</b> | <b>TTTCAGAAA</b> | <b>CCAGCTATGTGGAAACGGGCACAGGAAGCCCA</b> |      |

\*   \*   .   \*   \*   \*   .   \*   \*   \*   \*   \*   \*   .   \*   .   \*   \*   \*   \*   .   .   \*   \*   \*   \*   .   \*

Sox2 |        |               |                 |                    |
|--------|---------------|-----------------|--------------------|
| Mouse  | TAAAGGAATTTTT | <b>CCATTGTG</b> | GTGGCCTGAGGGGG--TC |
| Rat    | TAAAGGGACTTTT | <b>CCATTGTG</b> | GTGGCCTGAGGGGG--TC |
| Rhesus | CAGAGCGATTCTT | <b>CCATTGCA</b> | GTGGGCTGAGGGAGGGTC |
| Horse  | CGAAGTGATT-TT | <b>CCTCTGTA</b> | GTGGCCTGAGCGAGGGTC |
| Dog    | TGAAGTGATT-TT | <b>CCATCAGG</b> | ATGGCCTGAGTGAGGGTC |
| Human  | CAGAGCGATTCTT | <b>CCGTTGCA</b> | GTGGCCTGAGGGAGGGTC |

. . . \*   \*   .   \*   \*   \*   \*   \*   . . .   .   \*   \*   \*   \*   \*   \*   \*   \*   \*

How the deposited data were processed for this re-analysis (not part of the article)

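ChIP-seq of αTN4 cells with a control shRNA (Pax6, RNA polymerase II, H3K4me1, H3K4me2, H3K4me3), of Pax6 KD αTN4 cells (H3K4me1, H3K4me2, H3K4me3) and of newborn lens (H3K4me2) was analysed from the lists of regions that the authors made, with 1 library per condition. RNA-seq libraries were mapped to their conditions and not analysed here.

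The authors aligned reads to mm9 with Bowtie, called peaks of Pax6, RNA polymerase II, H3K4me2 and H3K4me3 with MACS2 and islands of H3K4me1 with SICER, each at default settings, and state that regions in the modENCODE blacklist were left out; whether that step came before the lists were made final is not stated. In the MACS2 lists, the fold enrichment of a peak is the ratio over background that the authors deposited, and the −log10 of its p and q is likewise the deposited value. In the SICER lists, the authors deposited the count of ChIP reads and the count of input reads in each island, the fold over the scaled input, and a p-value and FDR. The library used as SICER's control is not named in the lists; its reads are called input reads here, since inputs are the only control libraries among the samples. Island widths are multiples of 200 bp. Ranks and matched lists used folds only within 1 list. Where folds of control and KD cells are printed side by side, they are not corrected for differences between the libraries.

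Coordinates were used as deposited. All regions lie on chromosomes of the mm9 sequence used here and within their lengths. Overlap means at least 1 bp shared. A promoter Pax6 peak lies within 2 kb of the start of a protein-coding transcript of GENCODE vM1 (51733 transcripts); the plan, written before the data were examined, named RefSeq starts as the paper does, and RefSeq coordinates of this build were not used here. A control region was kept when it overlapped a Pax6 KD region of the same mark. For MACS2 peaks, the change in rank is the percentile by fold enrichment of the strongest overlapping KD peak minus that of the control peak, each within its list. For H3K4me1, the change in read density is the log2 ratio of ChIP reads per kb, relative to the median over all kept islands.

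Shares have 95% Wilson intervals, which cover counting error only. No p-value is given, since each condition has 1 library. The value of regions with Pax6 was placed among 10000 random lists of regions of the same mark without Pax6, drawn with a fixed seed and matched on deciles of strength and terciles of width. This was tested on simulated data, with 100 lists per mark and measure. Built-in losses of 15% of the kept regions were found in 100 of 100 H3K4me1 and H3K4me2 lists and in 90 of 100 H3K4me3 lists. The motif search (an expectation maximization search for 15 bp words, started from 8 bp words) recovered a word planted in 50% of 250 simulated windows.

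The depth of the MACS2 libraries is unknown. For H3K4me1, the relative size of the ChIP libraries was estimated from the input reads per kb of 13763 islands paired 1 to 1 and from the library-size factor that relates the fold to the counts of each island.

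Named sites were fixed before the data were examined: the peaks in the window of Fig. 8a, the 5 Pax6 peaks of the highest −log10 q, and the genes that the paper names, by Pax6 peaks within 50 kb. H3K4me2 and H3K4me3 peaks inside H3K4me1 islands with Pax6, the changes in rank and read density by promoter and non-promoter Pax6 peaks, the count of genes with a Pax6 peak, and the motif search were added afterwards. Alternatives covered thresholds, the overlap that counts, the definition of a promoter and the matching of the random lists. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9, pysam 0.24.0 and samtools 1.23.1 were used.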

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

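The group of chromosomes and all tests in this part were chosen only after the values were seen.

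The paper reports on the H3K4me1 regions but not on the input reads counted in them. In control αTN4 cells these input reads differed between chromosomes. The median was 7.92 input reads per kb on chromosome 12, 8.33 on 16, 8.25 on 18 and 8.64 on X, and between 9.50 and 15.6 on the other 16 chromosomes. The median of these 4 chromosomes was 0.691 of the median of the others. The 4 chromosomes make up 18.1% of the genome and hold 18 of the 504 Pax6 peaks (3.57%), 5.93% of the control H3K4me1 islands and 11.0% of the control H3K4me2 peaks.

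Few active regions in lens were weighed by the newborn lens H3K4me2 peaks. Chromosomes 12, 16 and 18 hold 10.5% of those peaks and 12 of the Pax6 peaks (2.38%, 95% Wilson interval 1.37 to 4.12), and their 17.1 to 20.0 lens H3K4me2 peaks per Mb lie within the 16.7 to 34.5 of the other 16 chromosomes, which argues against this explanation as the whole cause there. On X, with 2.22% of the lens H3K4me2 peaks and 6 Pax6 peaks (1.19%, 0.547 to 2.57), it stays open. Fewer copies of the 4 chromosomes in the control cells would lower their input reads, but the group was noticed by its low input reads as well as its few Pax6 peaks, so the ratio of 0.691 is not a test of that explanation. In the separate Pax6 KD list, the medians were 6.54 to 7.68 input reads per kb on the 4 chromosomes and 7.67 to 15.9 on the others. Fewer copies stay open, since a bias of the input shared by both lists would lower these values too. Across all 20 chromosomes, which are not replicates, Spearman's rho between input reads per kb and Pax6 peaks per 100 Mb was 0.86, and between input reads per kb and lens H3K4me2 peaks per Mb it was 0.056. The library taken as input is not named in the lists, and its reads are known only inside called islands, so an effect of the calling itself stays open too. A single X chromosome would also give a low value for X. Peak numbers of αTN4 cells compared between chromosomes carry this limit.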

How the results depend on the processing

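Alternatives that match on chromosome or on reads per kb, the promoter rules that use all transcripts, an H3K4me3 peak of either condition or a start with a Pol2 overlap, the nearest-gene rule, and all alternatives for peaks inside H3K4me1 islands with Pax6 were chosen after the data were seen; the other alternatives were set before the data were examined. Leaving out a replicate was not possible, since every condition has 1 library. No paired analysis was possible because the results come from single libraries with no test between replicates.

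Over 30 results, 106 alternative values were computed, and 71 of them were counted as unchanged. For percentiles this meant the same side of the threshold, and for values with an interval, lying within it. Some were plain counts to which neither rule applies, such as 446 Pax6 peaks against 504 and 68 promoter peaks against 53. For 9 results every alternative run was counted as unchanged, among them the retention of H3K4me1 islands with Pax6 (74.9% to 78.8%) and every percentile for H3K4me3. The causes of the changes below were not tested, except where a rule itself is wider or narrower.

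With regions within 1 kb counted as overlap, which is a wider rule, the share of Pax6 peaks in control cells was 81.7% with H3K4me1, 80.6% with H3K4me2, 9.52% with H3K4me3 and 24.6% with Pol2, in Pax6 KD cells 62.5% with H3K4me1, 75.2% with H3K4me2 and 9.72% with H3K4me3, and 44.2% with lens H3K4me2. With at least 50% of the Pax6 peak covered, which is narrower, it was 68.8% for H3K4me2 and 3.97% for H3K4me3 in control cells, 57.3% for H3K4me2 in KD cells and 33.3% for lens H3K4me2. A fold enrichment of at least 10 left 69 Pax6 peaks. Direct overlap with a start in place of 2 kb gave 14 promoter peaks, and the added rule of a Pol2 overlap gave 34. Taking the nearest gene only gave 370 genes.

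As a percent of control, H3K4me1 islands in KD cells were 45.2% at the stricter threshold, an FDR of no more than 1e-06. In covered length the percentages were 65.1% for H3K4me1, 85.5% for H3K4me2 and 92.1% for H3K4me3.

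For H3K4me1 islands with Pax6, the percentile of the share kept among matched lists was 99.1 when 50% of the island had to be covered and 97.8 when a Pax6 peak within 2 kb counted. It was 100 without matching, 100 with matching on width only and 99.9 with matching on chromosome, always toward a larger share kept. Matching on chromosome used terciles of reads in place of deciles. The covered share stood at 83.1 with matching on reads per kb. The fall in read density stood at 6.0 at the stricter threshold and at 22.2 with matching on reads per kb, where it no longer stood apart.

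For H3K4me2 peaks with Pax6, the share kept was 87.4% when 50% of the peak had to be covered and 88.0% when a Pax6 peak within 2 kb counted. The percentile of the share kept was 0.505 in the latter case, and without matching it reversed to 100. The list without matching allows for neither strength nor width, and with matching on width only the share kept stood at 11.2. The change in rank stood at 1.79 with matching on width only. The overlap with lens H3K4me2 reversed to the percentile 99.9 without matching and stood at 0.06 with matching on width only.

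For the 35 H3K4me3 peaks that overlap a Pax6 peak, the alternatives for the change in rank ranged from the percentile 25.3 to 54.5. In simulated lists of this size, a drop of 5 percentile points of rank stood apart in 64 of 100 lists and a loss of 15% of the kept peaks in 90 of 100. Smaller drops were not simulated.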

Differences from the paper's values

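In this part, the promoter rules that use a Pol2 overlap, all transcripts or H3K4me3 of either condition, both ways of assigning genes, the comparison of H3K4me2 peaks in islands with Pax6, and the change in rank by promoter and non-promoter Pax6 peaks were chosen after the data were seen.

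The number of Pax6 peaks within 2 kb of a transcription start was 53, and the paper's value is 34. The paper describes its 34 promoters as having Pol2 enrichment, a condition that the count of 53 lacks. Of the alternatives set before the data were examined, an H3K4me3 and a Pol2 peak within 2 kb, in place of a transcription start, gave 50. This lies within 1.5 times the paper's value but is close to 53. H3K4me3 of control cells within 2 kb, again in place of a start, also gave 53. This is a different set, since 40 of the 53 Pax6 peaks at a start had control H3K4me3 within 2 kb. Direct overlap with a start in place of 2 kb gave 14, so none of these alternatives gave 34. Promoter peaks that overlap a Pol2 peak numbered 34, the paper's value. This rule was chosen after seeing the values, but it is the one closest to the paper's own description. The rules based on all transcripts (68) and on H3K4me3 of either condition (55) were also added and did not give 34.

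Pax6 peaks were assigned to 672 protein-coding genes within 50 kb or at a promoter, against about 380 Pax6-bound genes in Fig. 6b, read by eye. No alternative set before the data were examined applies to this count. With the nearest gene only, a rule chosen after seeing the data, the number was 370.

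The paper states that H3K4me2 changed no differently at enhancers with Pax6. Here 83.4% of the 727 control H3K4me2 peaks in H3K4me1 islands with Pax6 were kept in Pax6 KD cells, below the median of 86.7% in matched lists, at the 0.065th percentile. That percentile may be too extreme, since the lists drew peaks singly and did not allow for peaks that share an island. The H3K4me2 peaks that themselves overlap a Pax6 peak stood at the percentile 11.0 by the share kept and at 6.06 by the change in rank. For those that overlap a non-promoter Pax6 peak, the median change in rank was −3.19 percentile points against −1.59 in matched lists, at the percentile 0.79, while the share kept stood at 8.26; for those with a promoter Pax6 peak the change in rank stood at 76.6. The paper compared read densities and these values compare called peaks.

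The paper states a marked fall of H3K4me3 at promoters with Pax6 and describes it as not significant. Here H3K4me3 was called at 28 of 53 promoter Pax6 peaks in control cells and at 27 in KD cells. The paper compared read densities at 34 promoters with Pol2 enrichment. The counts here also include promoter peaks without Pol2, and they record only whether a peak was called. A lower signal inside a called peak does not show in them, so they do not test that fall. The median fold of the whole H3K4me3 list was 17.4 in control and 13.1 in KD cells, not corrected for differences between the libraries. For region A of Plekha1, the paper states lower H3K4me1 and H3K4me2 signals in KD cells. The H3K4me1 island had fewer reads per kb in KD cells, but its rank by fold was at percentile 69.2 in control and 86.3 in KD cells. Its fold was 4.22 in control and 3.88 in KD cells, so the higher rank does not mean a stronger signal. The rank of the H3K4me2 peak by fold enrichment was at percentile 71.4 in control and 74.6 in KD cells, with a narrower peak in KD cells. The fold enrichment of this peak was 12.0 in control and 13.9 in KD cells, while its −log10 q was 43.5 and 35.2.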

Other observations

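In this part, the tests of the read density of islands with Pax6, the comparison of H3K4me2 peaks in islands with Pax6, its test on peaks without a Pax6 peak of their own, and the motif shares were chosen only after the result was seen.

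The Pax6 KD list holds 18417 H3K4me1 islands and the control list 38007. Loss of Pax6 binding as the whole cause would spare islands without Pax6, but 54.1% of those were lost, and islands with Pax6 are 0.406% of all lost islands. Fewer reads in the KD library would need a smaller library, and the estimated size of the KD ChIP library relative to the control was 1.09. Loss of chromosome copies would make the kept share follow the KD to control ratio of input reads across chromosomes, and Spearman's rho over the 20 chromosomes, which are not replicates, was −0.0722. The kept share did follow the input reads per kb of the control list itself, with a rho of 0.947, and ran from 14.5% on X and 23.2% on chromosome 12 to 61.5% on chromosome 15. It was thus tied to a difference between chromosomes that was there in control cells, and the cause of that tie was not tested. Weaker enrichment in the KD library stays open: the share of control islands kept rose from 12.8% in the lowest decile of reads to 97.9% in the highest, which is what a threshold would give. A fall of H3K4me1 across the genome would give the same rise, so the deciles do not separate these possibilities. In the paired islands, ChIP reads per kb after the estimated library size were at a median of 73.9% of control. Western blots in the supplement of the paper show no change in total H3K4me1.

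Read density fell more in H3K4me1 islands with Pax6 than in matched islands. Whether copy number of the chromosomes that hold them accounts for this could not be decided. With lists matched on chromosome the percentile was 0, but those lists were matched on terciles of reads, where the main lists used deciles. Their median was −0.009 (log2), against −0.04 in the main lists, so the looser matching may account for the percentile. A higher starting read density of these islands stays open, because with lists matched on reads per kb the percentile was 22.2. Wider KD islands at these sites stay open as well: the change in reads per island, not divided by length, stood at the percentile 85.9, and KD islands with Pax6 had a median width change of 0.04 (log2) against −0.02 in matched lists. The lower reads per kb may therefore come from the width of the KD islands and the starting density. An effect of reduced Pax6 at these islands is not excluded by these tests.

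H3K4me2 peaks inside H3K4me1 islands with Pax6 were kept less often than in matched lists. Finer matching, with 20 classes of strength and 10 of width, left the percentile at 0.075, which argues against coarse matching of peak strength and width as the cause. If loss of Pax6 at the peak itself were the whole cause, the other H3K4me2 peaks in the same islands would be kept as in matched lists, but the 400 without a Pax6 peak of their own were kept in 75.2%, at the percentile 0.135. The 327 with one were kept in 93.3%, at the percentile 8.37. All these lists drew peaks singly, although peaks of the same island may share its fate, so the percentiles may be too extreme. The lists were not matched on the reads or width of the island, so a difference between the islands stays open. An effect that reaches across the island stays open as a hypothesis, and no replicate library was analysed that could test it.

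Pax6 peaks were densest on chromosome 19, with 55.4 per 100 Mb at 12.8 input reads per kb, and on chromosome 17, with 46.2 at 15.0. Next is chromosome 2, which holds the most Pax6 peaks, 70 of the 504 (13.9%), or 2.02 times its share of the genome; of these, copies were weighed for chromosome 2 only. Extra copies of chromosome 2 would raise its input reads, and these were 1.27 times those of the median chromosome. Copies and peaks cannot be told apart here, because the number of peaks above a threshold need not rise in proportion to copies. Chromosomes 3 and 15, with 15.6 and 15.5 input reads per kb, held 25.7 and 26.1 Pax6 peaks per 100 Mb, and chromosome 2, with 15.0, held 38.5. No biological explanation was tested.

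Pol2 peaks overlapped 64 of the 451 Pax6 peaks away from promoters (14.2%, 95% Wilson interval 11.3 to 17.7), and 56 of these had no control H3K4me3 within 2 kb. The share of Pax6 peaks with the motif was 64.3% (55.6 to 72.1) in the highest quartile of −log10 q and 46.0% (37.6 to 54.7) in the lowest. From low to high, the quartiles between had 53.2% and 48.4%, so the rise was not steady. These shares include the peaks from which the motif was learned. Of the genes that the paper names as higher after the knockdown, Csf1, Dhrs3 and Eya4 each had 1 Pax6 peak within 50 kb. The Eya4 peak is intronic, on chromosome 10 from 22846518 to 22846763. The Dhrs3 peak, on chromosome 4 from 144539417 to 144539597, overlapped H3K4me1 in control cells and not in Pax6 KD cells.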
